# Dichotomic Hippocampal Transcriptome After Glutamatergic vs. GABAergic Deletion of the Cannabinoid CB1 Receptor

**DOI:** 10.3389/fnsyn.2021.660718

**Published:** 2021-04-08

**Authors:** Diego Pascual Cuadrado, Anna Wierczeiko, Charlotte Hewel, Susanne Gerber, Beat Lutz

**Keywords:** CB1 receptor, homeostasis, glutamate transmission, GABA transmission, transcriptome analysis

## Abstract

Brain homeostasis is the dynamic equilibrium whereby physiological parameters are kept actively within a specific range. The homeostatic range is not fixed and may change throughout the individual's lifespan, or may be transiently modified in the presence of severe perturbations. The endocannabinoid system has emerged as a safeguard of homeostasis, e.g., it modulates neurotransmission and protects neurons from prolonged or excessively strong activation. We used genetically engineered mouse lines that lack the cannabinoid type-1 receptor (CB1) either in dorsal telencephalic glutamatergic or in forebrain GABAergic neurons to create new allostatic states, resulting from alterations in the excitatory/inhibitory (E/I) balance. Previous studies with these two mouse lines have shown dichotomic results in the context of behavior, neuronal morphology, and electrophysiology. Thus, we aimed at analyzing the transcriptomic profile of the hippocampal CA region from these mice in the basal condition and after a mild behavioral stimulation (open field). Our results provide insights into the gene networks that compensate chronic E/I imbalances. Among these, there are differentially expressed genes involved in neuronal and synaptic functions, synaptic plasticity, and the regulation of behavior. Interestingly, some of these genes, e.g., *Rab3b, Crhbp*, and *Kcnn2*, and related pathways showed a dichotomic expression, i.e., they are up-regulated in one mutant line and down-regulated in the other one. Subsequent interrogation on the source of the alterations at transcript level were applied using exon-intron split analysis. However, no strong directions toward transcriptional or post-transcriptional regulation comparing both mouse lines were observed. Altogether, the dichotomic gene expression observed and their involved signaling pathways are of interest because they may act as “switches” to modulate the directionality of neural homeostasis, which then is relevant for pathologies, such as stress-related disorders and epilepsy.

## Introduction

Physiological homeostasis is the internal state of a dynamic equilibrium in which an organism functions most optimally. This process includes many parameters being kept within pre-set limits, homeostatic ranges, and the internal mechanisms and feedback loops to respond to internal or external insults (Cooper, 2008). Furthermore, the homeostatic range itself can change under the influence of environmental factors in a process called allostasis, which allows the organism to adapt to the new conditions. Although most of the allostatic changes are transient (e.g., adequate stress response), sometimes different factors establish an entirely new allostatic state, i.e., homeostasis significantly different from most of its conspecifics. The central nervous system (CNS) especially requires tight homeostatic regulation to ensure the correct functioning of neuronal circuits (Woods and Wilson, 2013).

The endocannabinoid system (ECS) acts retrogradely on presynaptic terminals to suppress neurotransmitter release, particularly on-demand after the postsynaptic site's depolarization. Thus, the ECS acts as a feedback loop to maintain homeostasis at the cellular and brain circuit levels. The neuromodulatory action of the ECS is mediated via the activation of the presynaptic cannabinoid receptor-type 1 (CB1), a Gi/o protein-coupled receptor, which activates different intracellular pathways to exert its function. CB1 is expressed in the two major neurotransmitter systems, i.e., in glutamatergic and GABAergic neurons, and many cell types in the brain, including glial cells (Busquets-Garcia et al., 2018; Lutz, 2020).

These observations have fueled numerous studies on the roles of CB1 specifically in different neural populations by using conditional CB1 knock-out (KO) mouse models, where CB1 is inactivated only in distinct neurons (Monory et al., 2006; Lutz et al., 2015; Busquets-Garcia et al., 2016) or glial cells (Han et al., 2012). We have focused mainly on mouse lines that lack CB1 on dorsal telencephalic glutamatergic neurons (Glu-CB1-KO) or forebrain GABAergic neurons (GABA-CB1-KO), which cause an excess of excitation or inhibition, respectively, and forces the brain to adapt to the increased neurotransmission. The use of these mutant mouse lines has shown a differential role for CB1 on glutamatergic and GABAergic neurons, respectively, at different levels, such as THC-induced tetrad effects (Monory et al., 2007; De Giacomo et al., 2020), THC-induced food intake (Bellocchio et al., 2010), THC-induced anxiety-like behavior (Rey et al., 2012), G-protein coupling (Steindel et al., 2013; Mattheus et al., 2016), and long-term hippocampal potentiation (Monory et al., 2015). Interestingly, these studies have also revealed a dichotomic phenotype between Glu-CB1-KO and GABA-CB1-KO animals, which means that each conditional CB1-KO reacts opposingly to the other upon the same stimulus. In some of these studies, it has been observed that CB1-WT and conditional CB1-KO mice showed indistinguishable behavior without prior stimulation (Jacob et al., 2009; Bellocchio et al., 2010; Rey et al., 2012), but only the stimulus revealed the opposing phenotypes. These observations have led us to reason that brain functioning of Glu-CB1-KO and GABA-CB1-KO individuals represent different allostatic states, i.e., homeostasis that is significantly and permanently different from CB1-WT animals. Considering previous research with these mouse lines, we wondered whether the hippocampal transcriptome would show such dichotomic features. To this end, we performed RNA-sequencing of hippocampal Cornus Ammonis (CA) samples from Glu-CB1-KO, GABA-CB1-KO, and corresponding CB1-WT mice. We then conducted a differential expression analysis (DEA) between conditional CB1-KO and CB1-WT mice in the basal state and after a mild behavioral activation. Differentially expressed genes (DEGs) that showed a dichotomic expression when comparing the two mouse lines would be especially relevant, as they could act as “switches” to modulate the directionality of the change in homeostasis, i.e., toward an increased excitatory or inhibitory state, respectively. The discovery of such genes would prove very useful for mental disorders caused due to excessive excitatory or inhibitory drive either in the whole brain or in specific brain regions.

## Materials and Methods

### Mouse Lines

Conditional CB1-KO mice were generated via crossing CB1f/f (JAX Laboratory Stock No. 036107) mice with animals expressing Cre recombinase under the control of the regulatory elements of the genes *dlx5/6* (for deletion in GABAergic terminals; MGI Cat# 3758334, RRID:MGI: 3758334) and *nex1* (for deletion in glutamatergic terminals; MGI Cat# 3758333, RRID:MGI:3758333). This use of the Cre/LoxP system allowed for high specificity in the genetic deletion as shown previously (Monory et al., 2006). Each conditional CB1-KO group was compared to corresponding CB1-WT littermates to minimize possible unwanted variations caused by breeding, handling, age differences, etc. Genotyping was performed as previously described (Massa et al., 2010). Male mice had food and water *ad libitum* during their 12-h light-dark cycle (07:00–19:00) and were 8–10 weeks old when they were sacrificed.

### Behavioral Hippocampal Activation

In order to study how the hippocampus of conditional CB1-KO mice react upon stimulation, we induced neuronal activity during the first half of the light cycle by exposing the animals to an open field arena (40 × 40 × 30 cm white box), a new environment that the mouse could explore undisturbed for 5 min (light intensity: 20–30 lux). This sufficient yet straightforward stimulus-induced neuronal activity throughout the hippocampus during arena exploration induced gene expression changes to be investigated.

### Hippocampal Microdissection and Validation

In order to microdissect only the Cornus Ammonis from the hippocampus, we first removed the dentate gyrus (DG) from the rest of the hippocampus according to the protocol of Hagihara et al. (2009). The remaining hippocampal tissue was then dissected out in one-piece and snap-frozen on dry ice. We selected the CA1/CA2/CA3 region because this is the hippocampal subregion where we reported existing differences in neuronal morphology and electrophysiological properties in these two mutant mouse lines (Monory et al., 2015). Moreover, we attempted to reduce the intrinsic heterogeneity observed within the hippocampus by excluding the DG due to distinct functionalities, e.g., in neurogenesis and as a gate input from the entorhinal cortex.

### RNA Extraction and Reverse Transcription

In order to sustain the amount and quality of the hippocampal RNA for sequencing, the extraction and purification of RNA was performed as previously described (Lerner et al., 2018). To summarize, we followed the instructions from the RNeasy Mini kit (Qiagen) with a slight modification during the homogenization step. Frozen tissue was homogenized in 600 μL RLT buffer with 1% β-mercaptoethanol (according to the manufacturer's protocol), though with the addition of 200 μL chloroform. Apart from this step, there were no other changes made. Obtained RNA samples were treated with DNase I to degrade any possible contamination by genomic DNA. Samples were then eluted in 30 μL RNase-free water. The working bench and the tools used were cleaned before and during the extraction with RNase away plus (MßP, San Diego, CA, USA) to avoid any RNA degradation.

To perform qPCR, 1 μg of RNA was retrotranscribed into complementary DNA (cDNA) with the high-capacity cDNA reverse transcription kit (Life Technologies, Germany). This kit uses random primer hexamers for the reverse-transcription step. The resulting cDNA was diluted 1:10 in RNase-free water and stored at −80°C.

### Hippocampal CA1/CA2/CA3 RNA-Sequencing

The hippocampal transcriptome sequencing occurred at the Core Facility Genomics (Institute of Molecular Biology gGmbH, IMB; Mainz). Next generation sequencing (NGS) library preparation was performed in two steps. First, cDNA was generated using NuGEN's Ovation RNA-seq system v2, from an input amount of 10 ng of total RNA, following the kit's instructions from the year 2012 (NuGEN, The Netherlands). Samples were amplified using the single primer isothermal amplification (SPIA) method from NuGEN. The resulting purified cDNA was quantified using the Qubit dsDNA HS assay kit in a Qubit 2.0 Fluorometer (Life Technologies, Germany). Afterward, the cDNA was profiled on a high sensitivity DNA chip using a 2100 Bioanalyzer (Agilent Technologies, Germany) as quality control. From the total cDNA, 1.5 μg were fragmented using a Covaris S2 focused-ultrasonicator (Covaris, UK), with the following parameters: (1) Duty cycle = 10%; (2) Intensity = 5; (3) Cycles/Burst = 200; (4) Time = 160 s; and (5) Water level = 15. After the fragmentation, the resulting material was once again quantified and profiled using a Qubit 2.0 and a 2100 Bioanalyzer, respectively, as described above. This process was repeated as an extra quality control point to ensure an optimal fragmentation.

Secondly, NGS libraries were generated from 100 ng of fragmented cDNA using NuGEN's Ovation ultralow system v2, following the kit's manual from the year 2014 (NuGEN, The Netherlands). Libraries were amplified in 7 PCR cycles and purified using beads. These purified libraries were quantified as described above, and profiled on a DNA 1000 Chip using a 2100 Bioanalyzer as the last quality control. Libraries representing all the experimental groups were pooled into individual pools containing 12 libraries, all of them in equimolar ratio. Each pool was loaded into four lanes of an Illumina's HiSeq flowcell and ran on a HiSeq 2500 in High-output mode (Illumina, USA), generating single-reads 50 base pairs long with an average yield of 52 million reads per library.

### Quantitative Polymerase Chain Reaction (qPCR)

For the qPCR procedure, cDNA was amplified using the commercial TaqMan assays (Applied Biosystems) with an ABI7300 real-time PCR cycler (Applied Biosystems). Reactions were performed in duplicates, and β*-actin* was used as a reference gene. Analysis of the resulting data was performed using the 7300 system SDS software (Applied Biosystems).

Genes and their respective primers were selected according to the necessities of the experiment. *Arc* was used to measure hippocampal activation, whereas *TDO2* and *Lphn2* were used to prove the tissue purity resulting from the hippocampal microdissection. The rest of the genes (except for the reference gene) were chosen because they appeared as differentially expressed genes in the RNA-seq analysis (Table 1). We used an independent batch of mice (*n* = 7–9 animals per group) to validate genes of interest from our RNA-seq data.

**Table 1:** List of TaqMan primers used for qPCR.

**Gene symbol**	**Gene name**	**TaqMan primer code**
β-actin	β-Actin	Mm00607939_s1
Arc	Activity-regulated cytoskeleton-associated protein	Mm01204954_g1
TDO2	Tryptophan 2,3-dioxygenase	Mm00451266_m1
Lphn2	Latrophilin 2	Mm01320597_m1
Npy	Neuropeptide Y	Mm00445771_m1
CRHBP	Corticotropin-releasing hormone binding protein	Mm01283832_m1
Cnr1	Cannabinoid receptor type-1	Mm01212171_s1
FosB	FBK osteosarcoma oncogene B	Mm00500401
Bdnf (exon V)	Brain-derived neurotrophic factor	Mm04230607
Nr4a2	Nuclear receptor subfamily 4, group A, member 2	Mm00443060_m1
Grin2B	Glutamate receptor ionotropic NMDA-type subunit 2B	Mm00433820_m1

*For each gene, the pair of primers was selected according to the manufacturer's suggestion and their gene coverage*.

### Statistical Analysis of Behavioral and qPCR Data

Continuous variables were graphically represented as individual values and mean ± standard error of the mean (SEM). First, normality was checked for each parameter analyzed in this study. Next, conditional CB1-KO groups were statistically compared to their respective CB1-WT littermates with an unpaired *t*-Test (including Welch's correction when variances were significantly different) or a non-parametric Mann-Whitney test, depending on whether samples were normally distributed or not, respectively. Statistical analysis was performed with GraphPad Prism v5.0 (RRID:SCR_002798) and InVivoStat v4.1. *P*-values were two-tailed, and differences were considered statistically significant if the *p*-value was below 0.05.

### Bioinformatic Analysis

An initial quality check of the raw sequencing data was done via FastQC version (v0.11.8) (RRID:SCR_014583). Then, bbduk.sh from the BBMap (BBmap, RRID:SCR_016965) suite of tools (version 38.06) was employed to perform adapter trimming and quality filtering of the raw sequence reads (q30 cutoff) (Zerbino et al., 2018). Afterward, the trimmed and cleaned sequences were mapped against the mouse reference genome mm10 from UCSC (downloaded via Illumina iGenome: http://support.illumina.com/sequencing/sequencing_software/igenome.html, download date 06/06/18), using the STAR aligner (version 2.6.0a) (RRID:SCR_015899) with default options (Dobin et al., 2013). Summarized quality results were created by MultiQC (version 1.8.dev0) (Ewels et al., 2016). Counting of reads per gene was done via featureCounts (version 1.6.2), with the -s 2 option, using the annotation file for the mm10 mouse genome from iGenomes (Liao et al., 2014).

The R package DESeq2 (version 1.30.0) was used for all subsequent differential gene expression (DGE) (Love et al., 2014). *P*-values were adjusted using the the Benhamini-Hochberg method for multiple testing correction (Benjamini and Hochberg, 1995), and the threshold for significantly differentially expressed genes (DEGs) was defined as the adjusted *p*-value (p-adjusted) < 5 %.

The subsequent Gene Ontology (GO) term analysis was executed by the R package clusterProfiler (version 3.18.0) using the standard over-representation test (Yu et al., 2012). All GO terms with an adjusted *p* < 5 % were considered significantly overrepresented for the respective gene subset.

In order to check the cell specificity of the DEGs resulting from the Glu-CB1 and GABA-CB1 comparisons, we downloaded the transcriptomic information of different brain cell types of *Mus musculus*, derived from single-cell RNA-seq analyses and published by the Allen Institute for Brain Sciences (https://portal.brain-map.org/atlases-and-data/rnaseq). The cell type specific expression patterns of the respective genes were extracted and visualized using the R package pheatmap (version 1.0.12) (Supplementary Figures 1–4).

EISA (exon-intron split analysis) by Gaidatzis et al. (2015) was performed using the EisaR package with standard settings, as per the vignette (Gaidatzis et al., 2015). The same significance threshold for post-transcriptionally regulated genes was used as previously described for the DGE analysis. Finally, the Pearson correlation between the log_2_ Fold changes derived from exons and introns was calculated per gene.

All plots were realized with the R packages ggplot2 (version 3.3.2) or venn (version 1.9) (Wickham, 2016; Dusa, 2020).

## Results

### Open Field Paradigm to Induce Neuronal Activity and Sample Selection for RNA-Sequencing

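Hippocampal CA tissue of 24 male mice in the basal state (taken from the home cage) was analyzed by RNA-sequencing. The Glu-CB1 line, in which Cre recombinase under the control of *Nex* regulatory elements deletes CB1 in glutamatergic neurons, gave 5 CB1-WT and 7 Glu-CB1-KO libraries. The GABA-CB1 line, in which Cre under the control of *Dlx5/6* regulatory elements deletes CB1 in GABAergic neurons, gave 6 CB1-WT and 6 GABA-CB1-KO libraries. The sample labels give an age of 8 weeks, and the paper gives 8–10 weeks. The authors amplified the RNA, prepared libraries with NuGEN's Ovation kits, trimmed the single-end reads, aligned them to mm10 with STAR and counted them on the annotated strand of each gene with featureCounts. They deposited the raw counts, without normalization, of 24421 genes listed by symbol in 48 libraries, of which 24 are those of the basal state. Between 26088870 and 34060720 reads per library were counted on genes in Glu-CB1-WT mice (median 30738826), and between 28245728 and 33875879 in Glu-CB1-KO mice (median 30983709). In the GABA-CB1 line, the totals ran from 30952156 to 34091080 in CB1-WT mice (median 31911556) and from 25892654 to 32310409 in GABA-CB1-KO mice (median 31157151). The paper states an average of 52 M reads per library, and the values given here rest on the reads counted on genes. Counts were normalized by edgeR's TMM method, and genes with too few counts for a test were removed with its filterByExpr function. The KO libraries of each line were compared with those of their CB1-WT littermates by edgeR's quasi-likelihood test, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were taken as DEGs. Expression levels are given as CPM, the count normalized for library size, as mean ± SD.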

For the transcriptomic analysis, we used 8–10 week-old male mice at basal (home cage) conditions with the following genotype and group size: Glu-CB1-WT (*n* = 5), Glu-CB1-KO (*n* = 7), GABA-CB1-WT (*n* = 6), GABA-CB1-KO (*n* = 6). For the open field stimulated state, mice were behaviorally characterized (Figures 1A–C). The group size of the open field groups were: Glu-CB1-WT (*n* = 5), Glu-CB1-KO (*n* = 7), GABA-CB1-WT (*n* = 5), and GABA-CB1-KO (*n* = 7). 

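The libraries made from mice exposed to the open field are labelled as 5 Glu-CB1-WT, 7 Glu-CB1-KO, 7 GABA-CB1-WT and 5 GABA-CB1-KO. For the GABA-CB1 line these labels give the reverse of the group sizes stated in the text, and the points drawn in Figures 1A–C follow the labels. *Cnr1* had between 336 and 391 CPM of all counted reads in the 7 libraries labelled GABA-CB1-WT and between 103 and 153 in the 5 libraries labelled GABA-CB1-KO, so the deleted gene separates the libraries as the labels do. The labels were therefore used throughout.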

No significant genotype and treatment differences were observed in the 5-min open field exposure, neither in general locomotion (Figure 1A) nor in anxiety-like behavior (Figures 1B,C). Isolated hippocampi of all mice used for transcriptomic analysis were checked for the purity of the CA1/CA2/CA3 region by using RT-qPCR for *latrophilin 2* (*Lphn2*), a marker for the CA region. In contrast, *tryptophan 2,3-deoxygenase* (*TDO2*), a marker for dentate gyrus, was not detected (Figure 1D). Furthermore, the open field stimulus was monitored by observing significant increases in *Arc* mRNA levels (Figure 1E). 

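In the RNA-seq libraries of these mice, *Lphn2* is listed under its current symbol *Adgrl2* (mm10, chromosome 3, 148815586–148954635). Its mean level lay between 70.9 and 85.6 CPM in the 8 groups. No difference between KO and CB1-WT mice was called for this gene. Its log2 fold change in the basal state was 0.09 in the Glu-CB1 line (standard error 0.11, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The value in the GABA-CB1 line was 0.03 (standard error 0.09, adjusted p = 0.933 from the same test).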

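The RNA-seq libraries of the CA samples contained reads of *Tdo2* (chromosome 3, 81958414–81975728), with group means between 4.36 and 6.17 CPM. It did not differ between genotypes in the basal state, with a log2 fold change of 0.18 in the Glu-CB1 line (standard error 0.24, adjusted p = 0.999) and of −0.21 in the GABA-CB1 line (standard error 0.22, adjusted p = 0.822, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment for both). No library of dentate gyrus tissue was analysed here, so the level of *Tdo2* could not be set against that of the dentate gyrus.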

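In the RNA-seq libraries, *Arc* (chromosome 15, 74669081–74672570) had group means between 85.6 and 94.5 CPM in the basal state and between 138 and 147 CPM after the open field. Over the 24 libraries of each line, with genotype in the model, the log2 difference between open field and basal state was 0.64 in the Glu-CB1 line (standard error 0.15, adjusted p = 0.0221 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.69 in the GABA-CB1 line (standard error 0.15, adjusted p = 0.0200). The open field changed 276 genes in the Glu-CB1 line, 204 of them upward, and 148 genes in the GABA-CB1 line, 117 of them upward. DESeq2 moved the number in the Glu-CB1 line the most, to 492, and gave 276 in the GABA-CB1 line. Of a list of 30 immediate early genes, all of them expressed in the tissue, 29 were higher after the open field in each line. In the Glu-CB1 line 17 of the 30 passed the threshold over all genes and 20 adjusted over the list alone, and in the GABA-CB1 line 16 and 23. Among them, *Egr2* rose by 2.40 on the log2 scale in the Glu-CB1 line (standard error 0.23, adjusted p = 1.16e-06) and by 2.27 in the GABA-CB1 line (standard error 0.34, adjusted p = 0.00134).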

CB1 deletion in mutants was substantiated by observing decreased *cnr1 (CB1)* mRNA levels (Figure 1F).

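*Cnr1* (mm10, chromosome 4, 33924632–33948831), which encodes CB1, was lower in every KO library than in every CB1-WT library of the same line and state. In the basal state, it fell from 379 ± 27.1 CPM (SD, n = 5) in CB1-WT mice to 228 ± 16.5 CPM (n = 7) in Glu-CB1-KO mice, a log2 fold change of −0.73 (standard error 0.06, adjusted p = 1.70e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GABA-CB1-KO mice had a decrease from 349 ± 27.5 CPM (n = 6) to 148 ± 6.60 CPM (n = 6), a log2 fold change of −1.23 (standard error 0.05, adjusted p = 3.80e-09). The log2 fold change after the open field was −0.72 in Glu-CB1-KO mice (standard error 0.06, adjusted p = 7.59e-06) and −1.45 in GABA-CB1-KO mice (standard error 0.09, adjusted p = 6.84e-07). These 4 calls held with each library left out in turn and under each of the 12 alternatives, among which the largest adjusted p-value in the basal Glu-CB1 comparison was 5.52e-04. The decrease was larger in the GABA-CB1 line, by 0.50 on the log2 scale in the basal state (standard error 0.08, adjusted p = 0.00170) and by 0.73 after the open field (standard error 0.10, adjusted p = 8.75e-04, test of the difference between the lines).

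**Figure D1:**
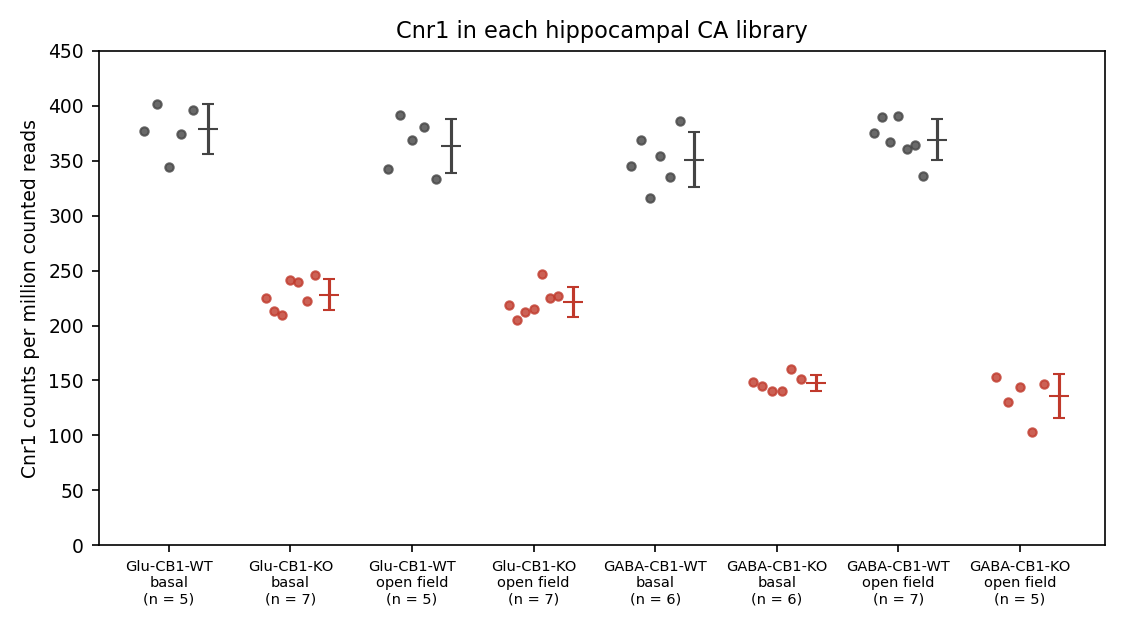
CPM of all counted reads of *Cnr1* (vertical axis) in each of the 48 libraries by group (horizontal axis), with points for libraries and, beside them, the mean with an error bar of 1 SD. The KO libraries lie between 103 and 247 and the CB1-WT libraries between 316 and 402.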

**Figure 1:**
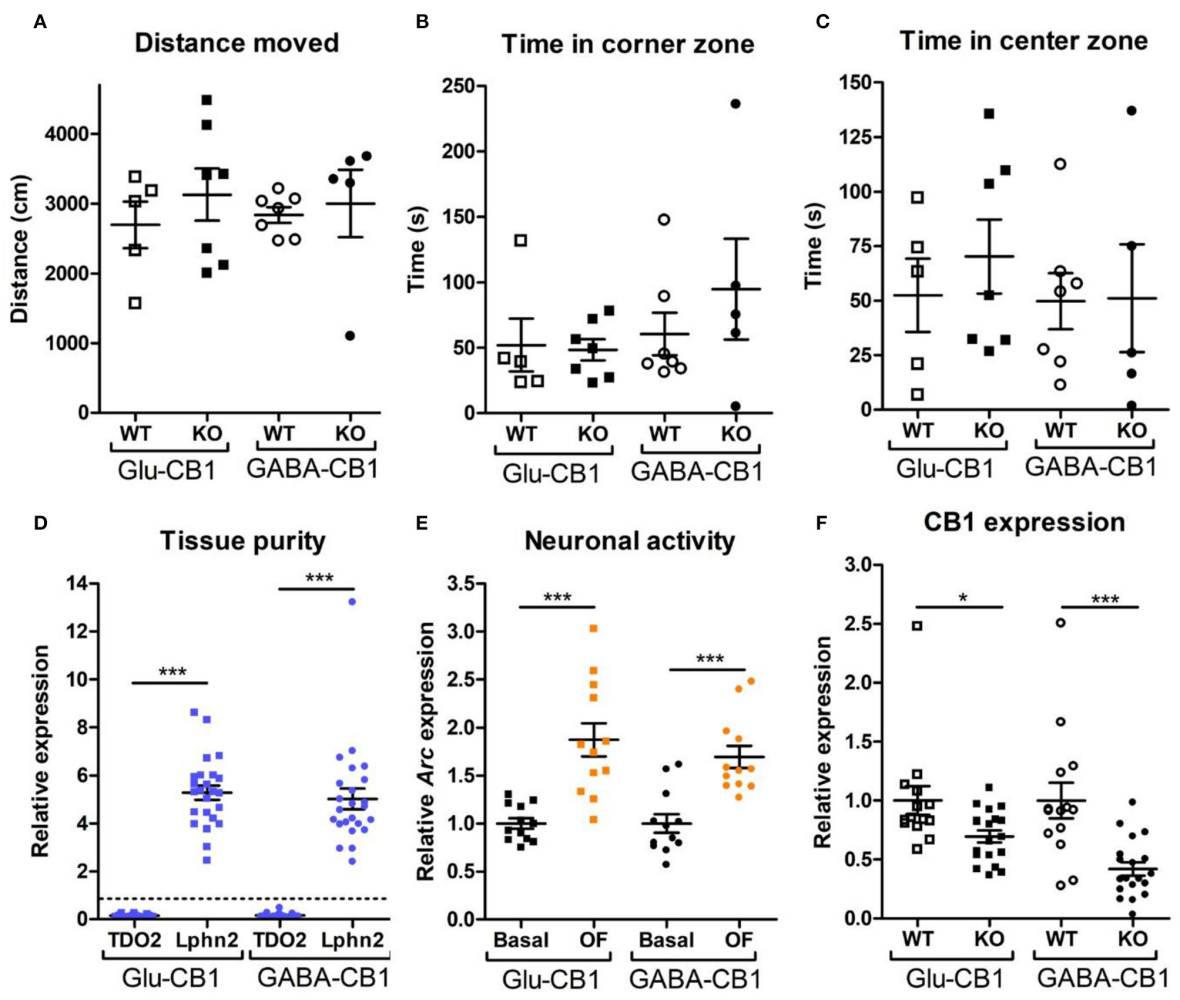
Behavioral and qPCR data used for the selection of the final samples. Samples for RNA-sequencing were selected depending on the purity of the dissected tissue, as well as the anxiety-like behavior and the neuronal activity induced by the exposure to the open field. All animals that are shown were selected for the transcriptomic analysis. **(A)** Locomotion activity in the open field arena (statistical power = 9.06%; calculated by one-way ANOVA power analysis). **(B)** Time spent in the corner zones (anxiety-like behavior) of the open field arena (statistical power = 7.92%; calculated by one-way ANOVA power analysis). **(C)** Time spent in the center zone (anxiolytic-like behavior) of the open field arena (statistical power = 9.81%; calculated by one-way ANOVA power analysis). **(D)** Gene expression levels for the gene activity-regulated cytoskeleton-associated protein (*Arc*) showed increased neuronal activity upon brief exposure to a new environment (open field arena). CB1-WT and their respective conditional CB1-KO samples were pooled together in each of the groups shown. **(E)** The purity of the tissue resulting from the microdissection of the hippocampus was checked by measuring the expression levels of *tryptophan 2,3-deoxygenase* (*TDO2*) and *latrophilin 2* (*Lphn2*), which are specific for the DG and the CA. The graph shows only CA tissue samples that were normalized and compared to the respective DG samples (dashed line). **(F)** Gene expression levels of *CB1* (*cnr1*) in the CA regions of CB1-WT mice and the respective conditional CB1-KO animals. Samples from basal state and open field group were pooled together. Bars represent mean ± S.E.M. Unpaired *t*-Test with Welch's correction when variances between groups were different. *p < 0.01; ***p < 0.001.

### Dichotomies in the Transcriptomic Profiles of Glu-CB1-KO and GABA-CB1-KO Hippocampi in the Basal State

First, we analyzed the transcriptome differences between the allostatic states, represented by Glu-CB1-KO and GABA-CB1-KO hippocampi, and their respective homeostatic states, as represented by CB1-WT littermates at basal, i.e., unstimulated home cage conditions.

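The DEGs of the Glu-CB1 line in the basal state were *Cnr1*, *Neurod6* and *Gm3279*. *Neurod6* (chromosome 6, 55677819–55681263), the gene also named *Nex* whose regulatory elements drive Cre in this line, fell from 348 ± 34.3 CPM (SD, n = 5) to 220.2 ± 20.2 CPM (n = 7), a log2 fold change of −0.66 (standard error 0.07, adjusted p = 5.10e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gm3279* (chromosome 6, 55684571–55694574), which starts 3307 bp from *Neurod6*, rose from 0.302 ± 0.0900 CPM to 3.06 ± 0.852 CPM, a log2 fold change of 3.34 (standard error 0.26, adjusted p = 1.70e-05). Neither gene changed in the GABA-CB1 line, and the difference between the lines was −0.59 for *Neurod6* (adjusted p = 0.00151) and 3.68 for *Gm3279* (adjusted p = 1.83e-05). Of the GABA-CB1 DEGs whose KO and CB1-WT libraries did not overlap, those with the largest increases were *Rspo1* (log2 fold change 1.18, adjusted p = 0.0132), *Fibin* (0.68, adjusted p = 0.0331) and *Lgr5* (0.64, adjusted p = 0.0140). The largest decreases after *Cnr1* were those of *Slc18a2* (−0.88, adjusted p = 0.0171) and *Blnk*. In the 12 fits that each left out 1 library, *Lgr5* was lost without GABA-CB1-KO replicate 6 (adjusted p = 0.0534), *Fibin* in 8 fits (highest adjusted p = 0.0939, without GABA-CB1-KO replicate 6) and *Slc18a2* in 4 (adjusted p = 0.0501 to 0.0573). *Kcnip3*, of the list of potassium channel subunits (−0.24, adjusted p = 0.0128), and *Bok*, a marker of CA3 (−0.52, adjusted p = 0.00328), were also lower and were called in each of these fits. The difference between the lines was 0.38 for *Kcnip3* (adjusted p = 0.00733) and 0.48 for *Bok* (adjusted p = 0.165).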

The differential expression analysis (DEA) revealed several differentially expressed genes (DEGs) when comparing the conditional CB1-KO mice with their respective CB1-WT littermates. The relatively low level of differences in expression, as evident by the number of differentially regulated genes above the significance threshold and the PCA plots of the test conditions, is in accordance with previous observations that conditional CB1-KO mice are very similar to wild-type animals in the absence of a stimulus (Jacob et al., 2009; Rey et al., 2012). 

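Principal components were computed on log2 CPM of the 500 genes with the highest variance in each comparison. In the basal state, KO and CB1-WT mice did not separate on the first component in the Glu-CB1 line (28.6% of the variance, p = 0.817, exact permutation test, two-sided) or the GABA-CB1 line (31.7%, p = 0.229). The second component gave p = 0.481 and p = 0.632 in the same exact test. The smallest Benjamini-Hochberg adjusted value of these 4 was 0.612, over 8 tests that include the open field groups. With all genes that passed the filter, the p-value of the second component in the Glu-CB1 line moved the most, to 0.720. Across 15012 genes, the KO-WT differences of the Glu-CB1 line in the basal state and after the open field correlated with Pearson's r = 0.291 (Spearman's rho 0.187), where genes are not independent replicates. Relabelling of the libraries gave p = 0.0903 for r and 0.263 for rho (exact, two-sided, smallest adjusted value of the 4 correlations computed 0.361). For the GABA-CB1 line, r was −0.0202 (p = 0.908, exact) and rho −0.142 (p = 0.352). Between the lines in the basal state r was −0.0985 (p = 0.551, exact). The paper states that the low level of differences fits earlier observations of a close resemblance of conditional CB1-KO mice to CB1-WT mice as long as no stimulus is given.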

Interestingly, we observed a strong difference in the number of DEGs between the mutant lines. While, we found 8 DEGs in the Glu-CB1 mouse line (Figure 2A), we observed 107 DEGs in the GABA-CB1 comparison (Figure 2B). Thus, we found only one overlapping dichotomous gene between the different analysis groups, namely the gene *B-cell linker* (*Blnk*) (Figures 2C,D). 

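In the Glu-CB1 line, 3 of 15138 genes tested were DEGs, 1 higher and 2 lower in Glu-CB1-KO mice, and 541 genes had an unadjusted p-value under 0.05, fewer than the 5% of genes that chance gives. The GABA-CB1 line had 37 DEGs among 15082 genes, 6 higher and 31 lower in GABA-CB1-KO mice, with 1230 genes at an unadjusted p-value under 0.05 against 754 by chance. Animal numbers in the labels fall into a lower and a higher range, and the lower held 4 of 6 CB1-WT and 2 of 6 GABA-CB1-KO mice. With this range as a covariate, the GABA-CB1 line had 24 DEGs. Over all genes tested, the KO libraries did not overlap with the CB1-WT libraries in 27 genes of the Glu-CB1 line and 115 of the GABA-CB1 line, where chance gives 38.2 and 32.6. DESeq2, the tool used in the paper, gave 7 DEGs in the Glu-CB1 line and 102 in the GABA-CB1 line. The count of the Glu-CB1 line rose the most with all 48 libraries in one DESeq2 fit, to 11, and that of the GABA-CB1 line with DESeq2's independent filtering set at 0.05, to 107, a setting added after the data were seen. In the fits that each left out 1 library, the GABA-CB1 line had between 17 DEGs (without GABA-CB1-KO replicate 6) and 34. In the Glu-CB1 line the range was 3 to 5, with 5 DEGs without Glu-CB1-WT replicate 3. The KO-WT difference itself differed between the lines for 43 of 15390 genes.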

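*Blnk* (mm10, chromosome 19, 40928927–40994535) was higher in Glu-CB1-KO than in CB1-WT mice, with 6.26 ± 1.47 CPM (SD, n = 7) against 3.88 ± 0.744 CPM (n = 5), but was not a DEG there (log2 fold change 0.70, standard error 0.17, adjusted p = 0.686 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p-value was 0.0645 with DESeq2 and ran from 3.71e-04 to 0.787 over the 12 alternatives, 4 of which put it under 0.05. In GABA-CB1-KO mice it was lower, with 2.66 ± 0.333 CPM against 4.55 ± 0.619 CPM (n = 6 each), a log2 fold change of −0.78 (standard error 0.11, adjusted p = 0.00604). That call held with each library left out in turn and in 11 of 12 alternatives. The difference between the lines was 1.48 (standard error 0.21, adjusted p = 0.00119). No gene was a DEG in both lines with opposite directions (541 and 1230 genes of the lines had an unadjusted p-value under 0.05), and this number moved the most, to 2 (*Blnk* and its neighbor *Pdlim1*), with all 48 libraries in one fit with edgeR or DESeq2 and with 2 settings added after the data were seen, DESeq2 on the 24 libraries of a line and its independent filtering at 0.05. *Pdlim1* lies 657311 bp from *Blnk* on the same chromosome. Its log2 fold change was 0.61 in the Glu-CB1 line (standard error 0.14, adjusted p = 0.670) and −0.67 in the GABA-CB1 line (standard error 0.13, adjusted p = 0.0468), a call that was lost with any of the 12 libraries left out (adjusted p = 0.0516 to 0.124). *Cnr1* was the 1 gene lower in both lines.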

We further analyzed genes related to synaptic function and plasticity via RT-qPCR. Here, *Nr4a2*, a critical transcription factor for neuronal function, and *Grin2B*, a subunit of the glutamate NMDA receptor, were investigated as DEGs in an independent set of RNA samples (Figures 2E,F). 

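A list of 18 genes of the endocannabinoid system (ECS) covered receptors and enzymes of synthesis and degradation, and 15 of them were expressed highly enough to be tested. In the Glu-CB1 line, *Cnr1* was the only DEG of the list. In the GABA-CB1 line, *Cnr1* and *Ptgs2* were DEGs over all genes, and 4 genes passed adjusted over the list alone, with *Mgll* (log2 fold change −0.13) and *Gde1* (−0.09) besides. *Ptgs2* (chromosome 1, 150100124–150108012) encodes a cyclooxygenase that oxygenates endocannabinoids and is also an immediate early gene. It fell from 49.5 ± 5.15 CPM to 31.1 ± 2.78 CPM (SD, n = 6 each) in GABA-CB1-KO mice, a log2 fold change of −0.67 (standard error 0.07, adjusted p = 6.68e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call kept with each library left out and in the 12 alternatives. In the Glu-CB1 line, its log2 fold change was 0.14 (standard error 0.14, adjusted p = 0.999), and the difference between the lines was 0.82 (standard error 0.17, adjusted p = 0.0237). Without the deleted gene *Cnr1*, the other 14 genes as a set were lower in GABA-CB1-KO mice (10 of 14 lower, camera, unadjusted value 5.00e-07) and did not pass 0.05 in Glu-CB1-KO mice (9 of 14 higher, unadjusted value 0.0583). The median log2 fold change of the set in GABA-CB1-KO mice was −0.0612. *Ptgs2* is part of this set, which was not tested without it, so how far the result rests on that gene is open.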

Interestingly, no genes related to the ECS were found to be differentially expressed when comparing each conditional CB1-KO group to their respective CB1-WT controls.

**Figure 2:**
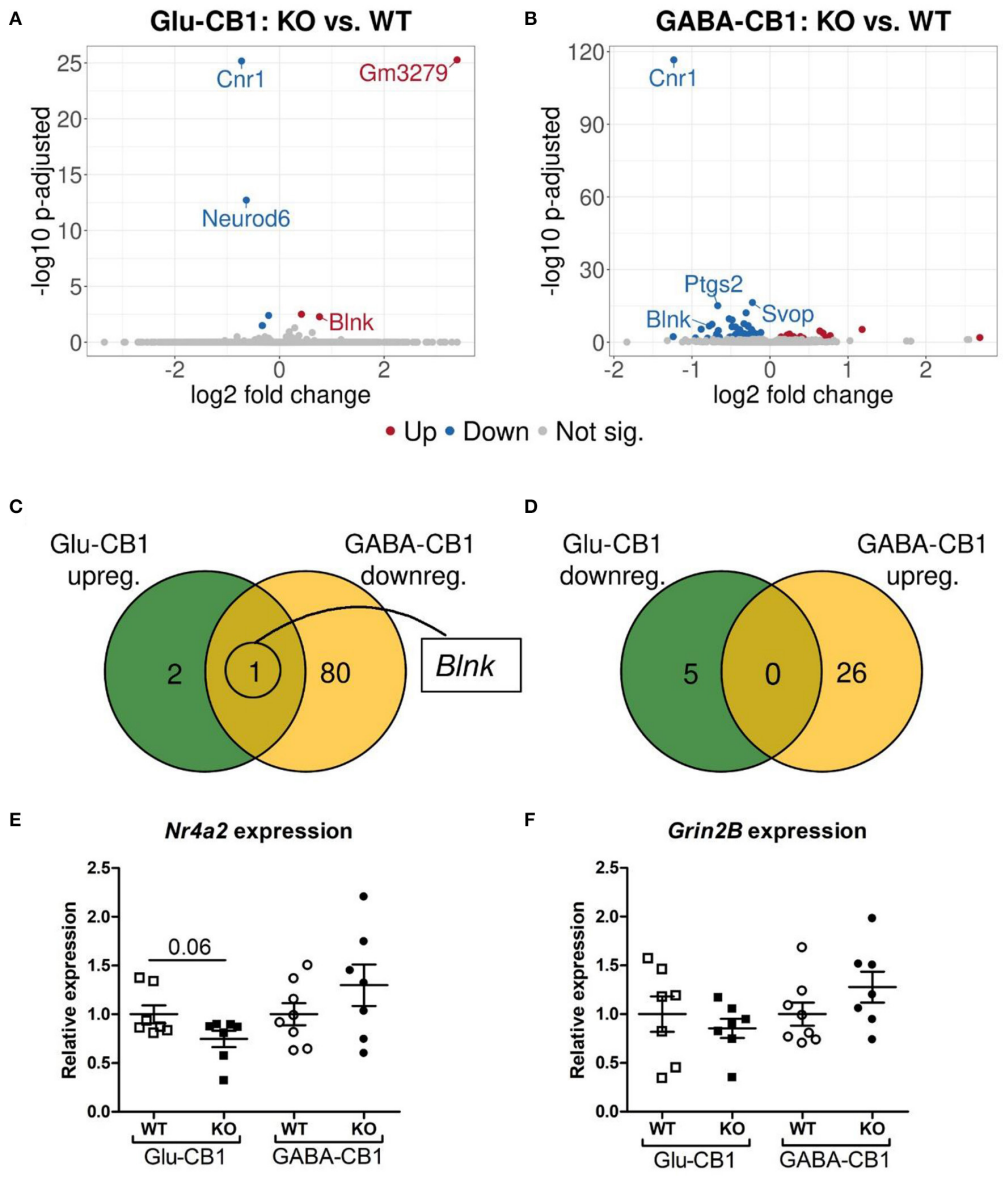
Transcriptomic profiles from Glu-CB1-KO and GABA-CB1-KO mice in the basal state. **(A,B)** Volcano plots showing differentially expressed genes (red and blue dots) found when comparing Glu-CB1-KO **(A)** and GABA-CB1-KO **(B)** mice to their respective CB1-WT in their basal state. Red dots represent upregulated genes resulting from this comparison, whereas blue dots indicate downregulated genes. Labels of the top3, dichotomic, and qPCR-validated DEGs are shown. Non-significant genes are colored in gray. **(C,D)** Venn diagrams to visualize the number of dichotomic genes found between Glu-CB1 and GABA-CB1 DEGs in the basal state, i.e., those genes that appear up-regulated in one of the conditional CB1-KO lines and down-regulated in the other, or vice versa. **(E)** Expression levels derived from qPCR of the transcription factor *Nr4a2* for each of the genotypes analyzed in the basal state. **(F)** Expression levels derived from qPCR of the gene *Grin2B* for each of the genotypes analyzed in the basal state. RT-qPCR data normalized to β*-actin*. Bars represent mean ± SEM. Unpaired t-Test with Welch's correction when variances between groups were different.

To find out whether the DEGs from Glu-CB1 and GABA-CB1 comparisons are exclusively expressed within certain cell-types, we extracted the expression patterns of the respective genes from the transcriptomic information of mouse brain-cell types published by the Allen Institute for Brain Sciences (https://portal.brain-map.org/atlases-and-data/rnaseq). We could not observe common patterns of gene expression in the DEGs resulting from the Glu-CB1 comparison (Supplementary Figure 1), most likely due to the low number of genes. However, the *in-silico* analysis revealed that most of the DEGs found in the GABA-CB1 comparison are expressed in both glutamatergic and GABAergic neurons. However, a small proportion of DEGs from this comparison are expressed mainly in glutamatergic populations (Supplementary Figure 2). We next performed a gene ontology (GO) enrichment analysis with the DEGs found. This analysis provided an insight into which biological processes, cell compartments, and molecular functions are altered, possibly also in compensation of the loss of CB1 in these two neuronal populations by increasing either excitatory or inhibitory neurotransmission, present in Glu-CB1-KO and GABA-CB1-KO hippocampi, respectively. Due to the low number of DEGs found when comparing Glu-CB1-KO and CB1-WT hippocampi in the basal state (Figure 2A), we could not allocate any overrepresented processes in this dataset. However, we found overrepresented GO terms of downregulated genes in GABA-CB1-KO mice compared with respective CB1-WT controls (Table 2). These processes comprised the terms of synaptic transmission, as well as learning and memory. Moreover, GO terms related to neuronal structures, such as neuronal projections, axonal structures, and secretory vesicles, were also found to be significantly enriched for downregulated genes in GABA-CB1-KO as compared to CB1-WT. 

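In the basal Glu-CB1 comparison, the 3 DEGs were too few for an overrepresentation test here as well. Competitive tests of gene sets (camera, with a preset correlation of 0.01 between genes) were therefore run on all genes tested, over 20 sets of genes named by symbol or known as markers, in 6 contrasts. Among the 120 tests, 44 passed an adjusted p-value of 0.05 with this preset correlation, 6 with the correlation estimated from the data and 7 with fry, a self-contained rotation test, the estimated correlation being the alternative that moved this number the most. None of the sets passed under fry or the estimated correlation in the basal Glu-CB1 comparison. Under camera, the neuropeptide precursors were higher in Glu-CB1-KO mice (24 of 28 genes, adjusted p = 3.37e-07).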

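GO annotation was not used here. In the GABA-CB1 comparison of the basal state, the set of ECS genes without *Cnr1* was lower in GABA-CB1-KO mice under fry (unadjusted value 7.63e-04) and with the estimated correlation (unadjusted value 0.00271) as well as under camera. None of these tests left out *Ptgs2*. Among the immediate early genes, *Npas4* fell from 10.2 to 7.29 CPM, a log2 fold change of −0.49 (standard error 0.07, adjusted p = 0.00604 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called with *Ptgs2* as 2 of the 30 genes of that list, and 5 passed adjusted over the list alone. The list as a whole was lower under camera (adjusted p = 0.0101) but not under fry (adjusted p = 0.556), with 16 genes higher and 14 lower. The difference of *Npas4* between the lines was 0.68 (adjusted p = 0.125).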

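Of a list of 34 precursors of neuropeptides and secretory granule proteins, 28 were expressed highly enough to be tested. *Chgb*, which encodes secretogranin 1, was the only DEG among them in GABA-CB1-KO mice in the basal state, falling from 882 to 699 CPM (log2 fold change −0.33, standard error 0.05, adjusted p = 0.00604 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 7 passed adjusted over the list alone. Of these 7, *Pomc* (log2 fold change 1.77) and *Tac2* (0.53) were higher and the others lower. The set, with 11 genes higher and 17 lower, was lower under camera (adjusted p = 0.0352) and did not pass under fry or the estimated correlation. For *Chgb* the difference between the lines was 0.41 (adjusted p = 0.213). *Svop*, which encodes a protein of synaptic vesicles, fell from 199.7 ± 4.74 CPM to 171 ± 2.64 CPM (SD, n = 6 each), a log2 fold change of −0.23 (standard error 0.02, adjusted p = 6.68e-04), and differed between the lines by 0.34 (adjusted p = 3.14e-04). *Crhbp*, which encodes a secreted binding protein of corticotropin-releasing hormone and also marks somatostatin interneurons, was also lower in GABA-CB1-KO mice (log2 fold change −0.44, standard error 0.07, adjusted p = 0.00940), with a difference between the lines of 0.80 (adjusted p = 0.00750).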

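Among the genes whose KO-WT difference in the basal state differed between the lines, 22 were DEGs in either line. Cell type marker lists were tested in the same family of set tests, and in the basal state none of them passed under fry or the estimated correlation in either line. The paper concludes that GABA-CB1-KO and Glu-CB1-KO mice differ in the basal state, and proposes that they adapt to increased inhibitory and excitatory neurotransmission, respectively.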

In conclusion, our results showed significant differences between GABA-CB1-KO and Glu-CB1-KO animals in their basal state, presumably in adapting to increased inhibitory and excitatory neurotransmission, respectively.

**Table 2:** GO terms of the DEGs from GABA-CB1-KO mice in the basal state.

	**GABA-CB1-KO in the basal state**	**Enrichment**	***P*-value (adjusted)**
Biological process	Modulation of chemical synaptic transmission	Down-regulated	0.04375221
	Regulation of trans-synaptic signaling	Down-regulated	0.04375221
	Learning or memory	Down-regulated	0.04375221
	Memory	Down-regulated	0.04375221
Cell compartment	Secretory vesicle	Down-regulated	0.02787115
	Axon terminus	Down-regulated	0.02787115
	Axon part	Down-regulated	0.02787115
	Neuron projection terminus	Down-regulated	0.02787115
	Distal axon	Down-regulated	0.02787115

*Table showing the list of GO terms resulting after analyzing the DEGs in the comparison GABA-CB1-KO vs. CB1-WT in the basal state. GO terms marked as downregulated indicate that these terms are enriched for downregulated DEGs, and the opposite holds true for terms marked as upregulated*.

### Exposure to Open Field Induces Different Transcriptional Profiles in Glu-CB1-KO and GABA-CB1-KO Mice

A brief exposure to a new environment (e.g., open field arena) triggers neuronal activity in the hippocampus (Cohen et al., 2017). In order to study how each of the allostatic and homeostatic states, respectively, react upon such a stimulation, we exposed both Glu-CB1 and GABA-CB1 mice for 5 min to an open field arena (Figure 3) and isolated the tissue 60 min afterwards for transcriptomic analysis. 

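For the open field experiment, 12 mice of the Glu-CB1 line and 12 of the GABA-CB1 line were exposed for 5 min, and CA tissue taken 60 min later was sequenced and counted in the same way as in the basal state. Reads counted on genes ran from 27482417 to 31534933 per library in Glu-CB1-WT mice (median 29423744) and from 28176051 to 32437819 in Glu-CB1-KO mice (median 30486294). In the GABA-CB1 line the totals were 27738566 to 32899608 in CB1-WT mice (median 30281670) and 28393539 to 31596257 in GABA-CB1-KO mice (median 30003211). KO and CB1-WT mice were compared within each line, with 15078 genes tested in the Glu-CB1 line and 15097 in the GABA-CB1 line. In the GABA-CB1-KO group, replicate 4 carried transcripts of the choroid plexus, with 3940 CPM of *Ttr* against 26.9 to 51.1 in the other 4 libraries. Whether the genotype effect changed with the open field was tested as an interaction over the 24 libraries of each line. Whether it differed between the lines was tested over the 24 libraries of each state.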

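After the open field, the Glu-CB1 line had 41 DEGs, 22 higher and 19 lower in Glu-CB1-KO mice, with 1051 genes at an unadjusted p-value under 0.05, against 754 by chance. The lower range of animal numbers held 6 of 7 Glu-CB1-KO and 3 of 5 CB1-WT mice, and with this range as a covariate 16 DEGs were left. The GABA-CB1 line had 3 DEGs, *Cnr1*, *Pdlim1* and *Ttc39b*, each lower in GABA-CB1-KO mice, but 2000 genes at an unadjusted p-value under 0.05, well over the 5% of chance. DESeq2 gave 123 DEGs in the Glu-CB1 line and 143 in the GABA-CB1 line, the latter including 2 of the 3. The GABA-CB1 line moved the most with the 24 libraries of the line in one DESeq2 fit, to 285, a setting added after the data were seen. In fits without 1 library, the Glu-CB1 line had between 14 DEGs (without Glu-CB1-WT replicate 3, 4 or 5) and 48, and the GABA-CB1 line between 2 and 11 (without GABA-CB1-KO replicate 1). Over all genes tested, KO and CB1-WT libraries did not overlap in 111 genes of the Glu-CB1 line and 146 of the GABA-CB1 line, where chance gives 38.1 in each. The interaction of genotype with state gave 0 genes in the Glu-CB1 line (379 at an unadjusted p-value under 0.05) and 0 in the GABA-CB1 line (2237 at an unadjusted p-value under 0.05, where chance gives 769). DESeq2 gave 62 genes for that interaction in the GABA-CB1 line.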

The subsequent DEA revealed more DEGs in this stimulated condition than in the basal state. Thus, the open field exposure is sufficient to induce gene expression changes, although transcriptional differences between conditional CB1-KO and CB1-WT samples were relatively low. 

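On the second principal component of the Glu-CB1 line after the open field (18.1% of the variance), KO and CB1-WT mice separated with p = 0.00126, the smallest value that 792 relabellings allow (exact permutation test, two-sided, adjusted p = 0.0101 over the 8 tests). The adjusted value was 0.0303 with a prior count of 0.5, the alternative that moved it most. The first component gave p = 0.658 in this line and p = 0.0177 in the GABA-CB1 line (31.4% of the variance, adjusted p = 0.0707, exact). Among DEGs of the Glu-CB1 line whose groups did not overlap, the largest increases were those of *Gm3279* (log2 fold change 3.03), *Dlk1* (1.26, adjusted p = 0.0322 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *Serpina3g* (0.92, adjusted p = 0.00493). The largest decreases were those of *B230110G15Rik* (−1.05, adjusted p = 0.00445), *Wnt11* (−0.97, adjusted p = 0.0185) and *Neurod6* (−0.78). *Dlk1* was lost in 8 of the 12 fits without 1 library (highest adjusted p = 0.112, without Glu-CB1-WT replicate 4) and *Wnt11* in 5 (0.0566 to 0.0787). *Prkcd*, *Plekhg1* and *Iyd*, which mark thalamus and CA3, were also lower (log2 fold changes −0.58, −0.42 and −0.56, adjusted p = 0.00309, 0.0424 and 0.0463), and *Plekhg1* and *Iyd*, 185500 bp apart, were each lost in 10 of those fits. In the GABA-CB1 line, *Ttc39b* fell from 86.5 ± 3.88 CPM (SD, n = 7) to 69.8 ± 4.21 CPM (n = 5), a log2 fold change of −0.31 (standard error 0.04, adjusted p = 0.0222), which was lost in 9 of the 12 fits (highest adjusted p = 0.0903, without GABA-CB1-WT replicate 6).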

Interestingly, we found more genes that show dichotomic expression after open field exposure (Figures 3C,D) than in the basal state (Figures 2C,D), in particular for the Glu-CB1-KO mice. This observation suggests activity-induced neuronal pathways being modulated in the hippocampi of both Glu-CB1-KO and GABA-CB1-KO mice, although in opposing directions. 

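No gene after the open field was a DEG in both lines with opposite directions at an adjusted p-value under 0.05 in each, where 1051 and 2000 genes of the lines had an unadjusted p-value under 0.05. The number was 7 with DESeq2 and moved the most, to 8, with DESeq2's independent filtering set at 0.05, which was added after the data were seen. In the fits without 1 library, the number was 0 or 1, with *Pdlim1* found without Glu-CB1-KO replicate 7 and *Crhbp* without GABA-CB1-KO replicate 1. The KO-WT difference differed between the lines for 87 of 15325 genes tested, of which 23 were DEGs in either line. Genes selected for such a difference mostly have opposite directions in the lines by that selection, so their directions are no evidence of opposing regulation. Across genes, the KO-WT differences of the lines correlated with r = 0.0190 after the open field (p = 0.886, exact permutation test, two-sided), and with −0.0147 among genes with at least 10 counts in every library. From the larger number of dichotomic genes than in the basal state, the paper proposes that pathways induced by activity are modulated in both lines in opposing directions.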

Among the dichotomically regulated genes, we found transcription factors related to neuronal developmental processes (e.g., *Ldb2*), potassium channels involved in Ca^2+^ homeostasis (e.g., *Kcnn2*), neuropeptides (e.g., *Sst*), and proteins involved in the biogenesis of neuronal vesicles (e.g., *Rab3b*), the regulation of the cytoskeleton (e.g., *Sptb*) and the regulation of the stress response (e.g., C*rhbp*). In addition, we investigated via RT-qPCR (Figures 4A–D) the dichotomic expression levels of additional genes after behavioral activation, such as *FosB* (Figure 4A), *Crhbp* (Figure 4B), *BDNF* (Figure 4C), and *Npy* (Figure 4D).

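*Crhbp* (mm10, chromosome 13, 95431376–95444831) rose from 19.9 ± 3.46 CPM (SD, n = 5) to 30.3 ± 3.02 CPM (n = 7) in Glu-CB1-KO mice, a log2 fold change of 0.61 (standard error 0.10, adjusted p = 0.0174 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That call was lost without Glu-CB1-WT replicate 3 (adjusted p = 0.0597) or replicate 4 (0.0647). It fell from 23.96 ± 1.99 CPM (n = 7) to 18.1 ± 3.57 CPM (n = 5) in GABA-CB1-KO mice, a log2 fold change of −0.40 (adjusted p = 0.177, and 0.0202 without GABA-CB1-KO replicate 1). *Sst* (chromosome 16, 23889581–23890844) had log2 fold changes of 0.44 in the Glu-CB1 line (adjusted p = 0.0575, and 0.00142 without Glu-CB1-WT replicate 2) and −0.35 in the GABA-CB1 line (adjusted p = 0.107). For *Rab3b* (chromosome 4, 108879070–108943324) the values were 0.28 (adjusted p = 0.0698, and 0.0306 without Glu-CB1-WT replicate 2) and −0.27 (adjusted p = 0.134). *Ldb2* (chromosome 5, 44472133–44799746) gave 0.35 (adjusted p = 0.138) and −0.37 (adjusted p = 0.177), and *Kcnn2* (chromosome 18, 45560154–45685883) 0.18 (adjusted p = 0.109) and −0.17 (adjusted p = 0.145). *Sptb* (chromosome 12, 76580488–76710547) moved the other way, with −0.17 (adjusted p = 0.122) and 0.11 (adjusted p = 0.245). Over the alternatives, the adjusted p-values of *Sst* ran from 6.54e-04 to 0.379 in the Glu-CB1 line and from 2.11e-04 to 0.347 in the GABA-CB1 line, and those of the other genes crossed 0.05 as well. Tested directly, the difference between the lines was 1.01 for *Crhbp* (standard error 0.15, adjusted p = 9.47e-04), 0.78 for *Sst* (0.12, adjusted p = 0.00108), 0.55 for *Rab3b* (0.08, adjusted p = 0.00117), 0.72 for *Ldb2* (0.13, adjusted p = 0.00732), 0.35 for *Kcnn2* (0.05, adjusted p = 0.00152) and −0.28 for *Sptb* (0.05, adjusted p = 0.00678). *Crhbp*, *Sst*, *Rab3b* and *Npy* also mark somatostatin interneurons, and the other 10 markers tested were each higher in Glu-CB1-KO mice (median log2 fold change 0.129), while 7 of the 10 were lower in GABA-CB1-KO mice (median −0.0737).

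**Figure D2:**
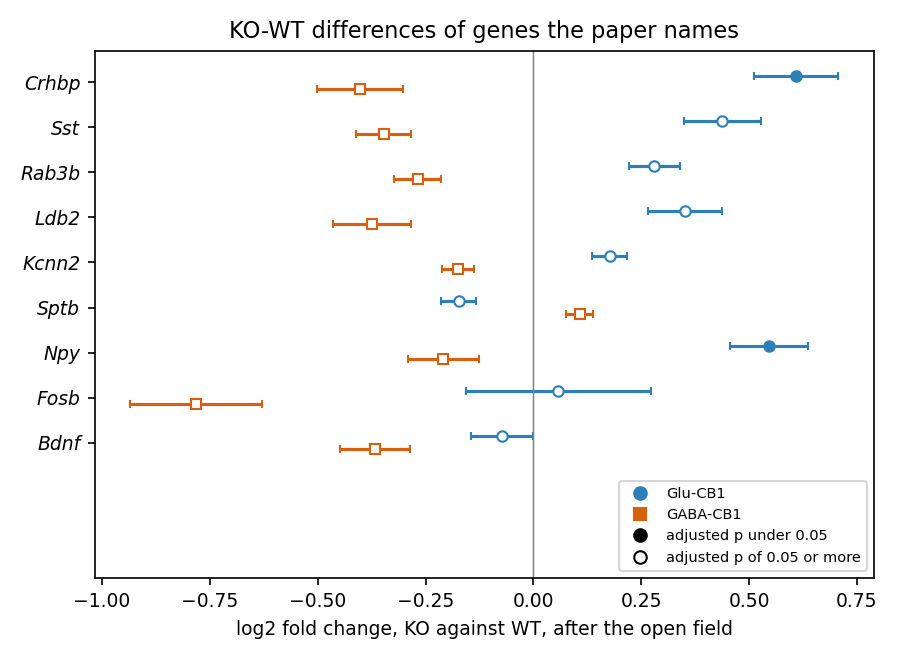
Log2 fold changes of KO against CB1-WT mice after the open field (horizontal axis) for 9 genes (vertical axis), with error bars of 1 standard error, blue circles for the Glu-CB1 line and orange squares for the GABA-CB1 line. Filled symbols mark an adjusted p-value under 0.05, which *Crhbp* (0.0174) and *Npy* (0.0185) reach in the Glu-CB1 line.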

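The full list of somatostatin interneuron markers holds 15 genes, 4 of them (*Sst*, *Npy*, *Pnoc* and *Tac1*) also neuropeptide precursors, and 14 were tested. As a set they were lower in GABA-CB1-KO mice after the open field (11 of 14, camera, adjusted p = 2.70e-06), which held under fry (adjusted p = 0.0425) and not with the estimated correlation (adjusted p = 0.139). In that line none was a DEG over all genes, with 6 at an unadjusted p-value under 0.05, and 5 passed adjusted over the list alone. In Glu-CB1-KO mice, the 14 genes were all higher (camera, adjusted p = 9.89e-18), which held under fry (adjusted p = 0.0183) and the estimated correlation (adjusted p = 0.0260), and 2 of them, *Crhbp* and *Npy*, were DEGs.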

**Figure 3:**
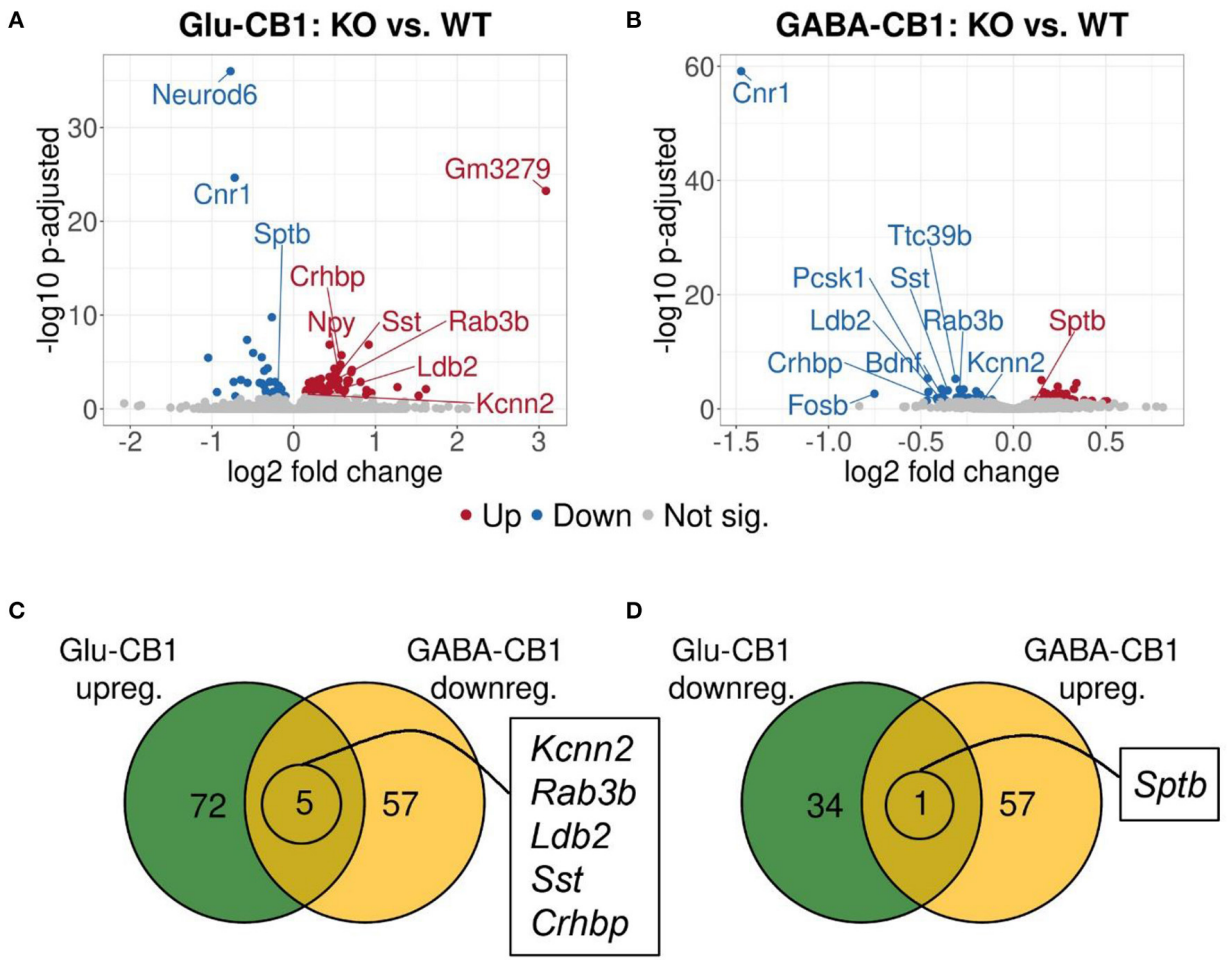
Transcriptomic profiles from Glu-CB1-KO and GABA-CB1-KO mice after open field exposure. **(A,B)** Volcano plots showing differentially expressed genes (red and blue dots) found when comparing Glu-CB1-KO **(A)** and GABA-CB1-KO **(B)** mice to their respective CB1-WT after exposure to the open field arena. Red dots represent upregulated genes resulting from these comparisons, whereas blue dots indicate downregulated genes. Labels of the top3, dichotomic, and qPCR-validated DEGs are shown. Non-significant genes are colored in gray. **(C,D)** Venn diagrams to visualize the number of dichotomic genes found between Glu-CB1-KO and GABA-CB1-KO data after open field exposure, i.e., those genes that appear up-regulated in one of the conditional CB1-KO lines and down-regulated in the other, or vice versa.

**Figure 4:**
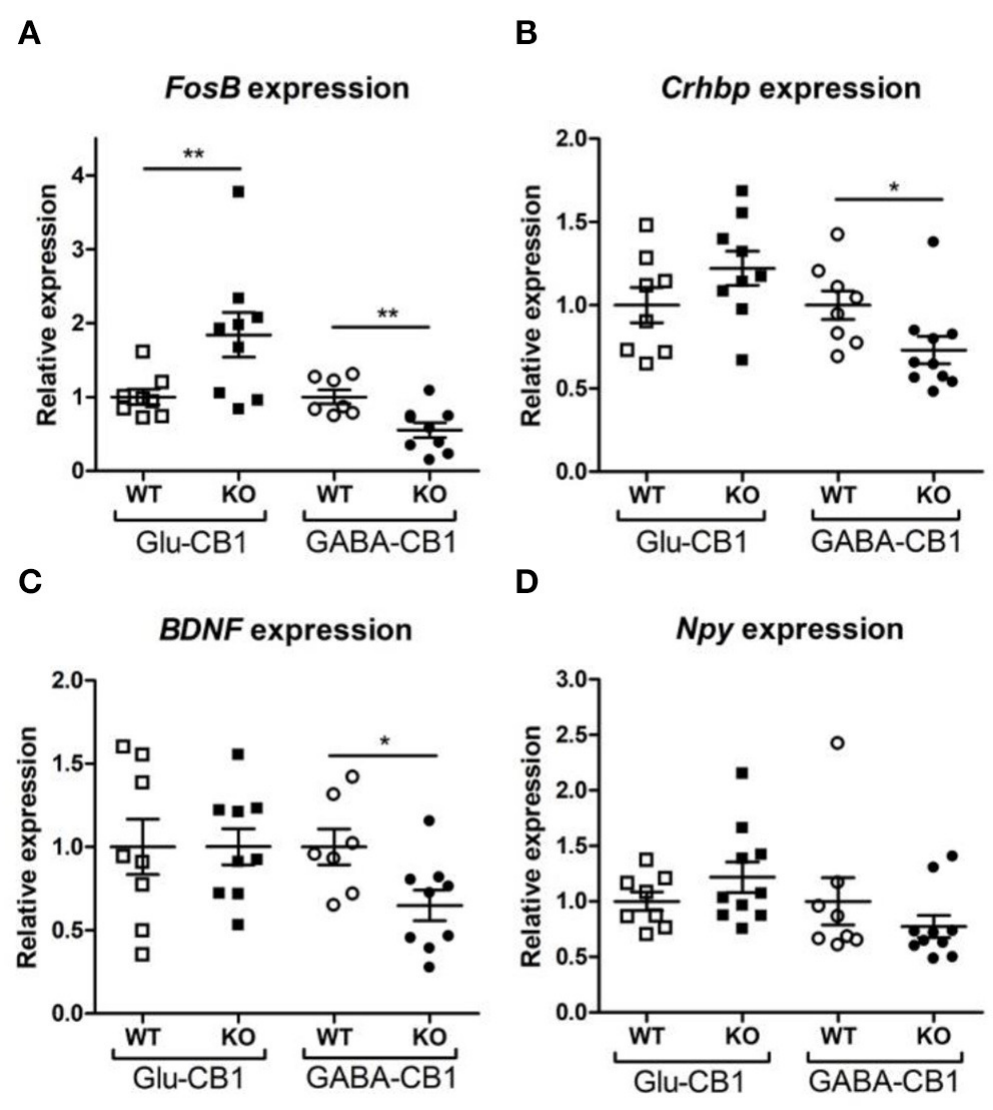
Relative expression of genes of interest after open field exposure measured via RT-qPCR. The measurements were performed with independent samples (*n* = 7–9 replicates per group) to validate the results from our RNA-seq experiment. Genes that showed a potential dichotomy between the comparisons of both mouse lines were selected for further validation. **(A)** Expression levels of *FosB* proto-oncogene, AP-1 transcription factor subunit. **(B)** Expression levels of *corticotropin-releasing hormone binding protein* (Crhbp). **(C)** Expression levels of *brain-derived neurotrophic factor* (*BDNF*). **(D)** *Expression levels of neuropeptide Y* (*Npy*). The expression levels were normalized using β*-actin* as housekeeping gene. Bars represent mean ± S.E.M. Unpaired *t*-Test with Welch's correction when variances between groups were different. *p < 0.05; **p < 0.01.

The cell-type specificity analysis revealed that the DEGs resulting from the Glu-CB1 comparison were expressed in different neuronal populations. Interestingly, some of these DEGs had very high levels of expression in GABAergic neurons, suggesting that the lack of CB1 in Glu-CB1-KO mice caused some form of dysregulation on GABAergic populations (Supplementary Figure 3). In the case of the GABA-CB1 comparison, almost all DEGs were expressed in both glutamatergic and GABAergic populations (Supplementary Figure 4). Next, we analyzed GO term overrepresentations within those DEGs found after exposure to the open field arena. Contrary to their basal state, Glu-CB1-KO mice provided interesting GO terms after behavioral activation of the hippocampus (Table 3). The upregulated genes from the Glu-CB1 comparison were revealed to be significantly involved in the activity of adrenergic and G-protein coupled receptors, as well as neuropeptide hormones. 

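In Glu-CB1-KO mice after the open field, the set tests gave higher levels of neuropeptide precursors (21 of 28 genes higher, camera, adjusted p = 7.98e-10), which held under fry (adjusted p = 0.0196) and with the estimated correlation (adjusted p = 0.0237). *Npy* was the 1 DEG of that list over all genes, and 7 genes passed adjusted over the list alone. Of 9 adrenergic receptor genes, 8 were tested and none was a DEG (1 at an unadjusted p-value under 0.05). That gene, *Adra2a*, passed adjusted over the list alone (adjusted p = 0.00146) and rose from 9.10 to 12.5 CPM, a log2 fold change of 0.46 (standard error 0.09, adjusted p = 0.0597 over all genes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0306 without Glu-CB1-WT replicate 2). The adrenergic set passed under camera (adjusted p = 0.0352) and not under fry (adjusted p = 0.209).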

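Of 26 glutamate receptor genes taken as a list by symbol, 24 were tested in the Glu-CB1 comparison after the open field. None was a DEG over all genes and 6 had an unadjusted p-value under 0.05, and those that passed adjusted over the list alone include *Grik1* (log2 fold change 0.17), *Grik3* (0.36), *Grm4* (0.29) and *Grm8* (0.57). As a set they did not pass (camera, adjusted p = 0.278).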

The signaling pathways of the glutamate receptor and neuropeptides were also enriched for those upregulated genes, as well as different neuronal structures such as the dendritic shaft, dopaminergic synapses, the axon, and secretory granules. 

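Voltage-gated potassium channel subunits and their auxiliary subunits were taken by symbol, 55 genes of which 51 were tested. In Glu-CB1-KO mice after the open field, 25 were higher and 26 lower, and the set did not pass (camera, adjusted p = 0.358). *Kcns2* was the 1 DEG of the list (log2 fold change −0.18, standard error 0.04, adjusted p = 0.0466 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was lost with any of the 12 libraries left out (adjusted p = 0.0578 to 0.112), and its difference between the lines was −0.17 (adjusted p = 0.296). Adjusted over the list alone, *Kcns2*, *Kcnab3* (0.20), *Kcnc4* (0.29) and *Kcnip3* (0.19) passed.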

Interestingly, those genes that revealed to be downregulated comparing Glu-CB1-KO and CB1-WT mice after open field exposure were involved in voltage-gated potassium channel complexes. Lastly, biological processes such as the fear response, axon guidance or the regulation of neurotransmitter transport were enriched for upregulated genes observed in the comparison of Glu-CB1-KO with CB1-WT hippocampi after a mild stimulus.

**Table 3:** GO terms of the DEGs from Glu-CB1-KO mice after open field.

	**Glu-CB1-KO after open field**	**Enrichment**	***P*-value (adjusted)**
Molecular function	Receptor regulator activity	Up-regulated	0.0028834
	Receptor ligand activity	Up-regulated	0.00453663
	Neuropeptide hormone activity	Up-regulated	0.00453663
	G protein-coupled amine receptor activity	Up-regulated	0.01502056
	Adrenergic receptor activity	Up-regulated	0.03844831
Biological process	Glutamate receptor signaling pathway	Up-regulated	0.0285555
	Multicellular organismal response to stress	Up-regulated	0.0285555
	Axon guidance	Up-regulated	0.0285555
	Fear response	Up-regulated	0.03192236
	Regulation of neurotransmitter transport	Up-regulated	0.03192236
	Neuropeptide signaling pathway	Up-regulated	0.03192236
Cell compartment	Perikaryon	Up-regulated	0.00049563
	Axon terminus	Up-regulated	0.00841979
	Dendritic shaft	Up-regulated	0.00841979
	Axon part	Up-regulated	0.02405893
	Secretory granule	Up-regulated	0.03819382
	Dopaminergic synapse	Up-regulated	0.04162235
	Voltage-gated potassium channel complex	Down-regulated	0.04554603
	Potassium channel complex	Down-regulated	0.04554603

*Table showing the list of GO terms resulting after analyzing the DEGs in the comparison Glu-CB1-KO vs. CB1-WT after open field exposure. GO terms marked as downregulated indicate that these terms are enriched for downregulated DEGs, and the opposite holds true for terms marked as upregulated*.

In contrary, for DEGs in GABA-CB1-KO mice, only downregulated genes yielded enriched terms (Table 4). These terms included processes for a proper neuronal function, such as GABAergic and dopaminergic synaptic transmission, as well as the regulation of trans-synaptic signaling, the membrane potential, and the action potential. 

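For GABAergic transmission, 25 genes of GABA receptors and of GABA synthesis and transport were set as a list, of which 22 were tested. Of these, 18 were lower in GABA-CB1-KO mice after the open field (camera, adjusted p = 8.03e-05), which did not hold under fry (adjusted p = 0.159) or with the estimated correlation (adjusted p = 0.337). None was a DEG over all genes, with 7 at an unadjusted p-value under 0.05, and those that passed adjusted over the list alone include *Gad1* (log2 fold change −0.11). The glutamate receptor list was lower under camera (adjusted p = 0.0352) but not under fry (adjusted p = 0.286).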

Specific neuronal structures (e.g., synapses and axons) were also found to be overrepresented for the downregulated genes in our analysis.

**Table 4:** GO terms of the DEGs from GABA-CB1-KO mice after open field.

	**GABA-CB1-KO after open field**	**Enrichment**	***P*-value (adjusted)**
Biological process	Synaptic transmission, GABAergic	Down-regulated	0.00588666
	Regulation of synaptic transmission, GABAergic	Down-regulated	0.0133165
	Regulation of action potential	Down-regulated	0.02260484
	Modulation of chemical synaptic transmission	Down-regulated	0.02260484
	Regulation of trans-synaptic signaling	Down-regulated	0.02260484
	Synaptic transmission, dopaminergic	Down-regulated	0.02260484
	Action potential	Down-regulated	0.02260484
	Regulation of membrane potential	Down-regulated	0.03951345
	Behavior	Down-regulated	0.0467256
Cell compartment	Presynapse	Down-regulated	0.00600701
	Distal axon	Down-regulated	0.01692391
	Secretory granule	Down-regulated	0.01719666
	Integral component of synaptic membrane	Down-regulated	0.01719666
	Secretory vesicle	Down-regulated	0.01719666
	Neuron projection terminus	Down-regulated	0.02740205
	GABA-ergic synapse	Down-regulated	0.02756174
	Axon part	Down-regulated	0.01719666

*Table showing the list of GO terms resulting after analyzing the DEGs in the comparison GABA-CB1-KO vs. CB1-WT after open field exposure. GO terms marked as downregulated indicate that these terms are enriched for downregulated DEGs, and the opposite holds true for terms marked as upregulated*.

### Interrogation on the Source of the Transcriptional Alterations Applying Exon-Intron Split Analysis (EISA)

EISA was conducted to determine whether the gene expression changes are due to transcriptional or post-transcriptional mechanisms via the analysis of intronic and exonic read changes in each comparison (Figure 5) (Gaidatzis et al., 2015). The Pearson correlation between intronic and exonic changes indicates whether the global gene expression differences originated at the transcriptional or posttranscriptional level, as represented by the correlation coefficient (R). A normal cell relies on a mixture of transcriptional or posttranscriptional mechanisms to regulate its gene expression. We performed EISA on each conditional CB1-KO mouse line compared to their WT littermates and found that only a few genes were found to be significantly post-transcriptionally regulated (Figure 5). Thus, we cannot pinpoint the overall origin of the transcriptomic changes observed either to dominantly transcriptional or post-transcriptional control. However, it is interesting to note that the Glu-CB1 line (Figures 5A,B) had slightly lower R-values than the GABA-CB1 line. This observation could indicate increased post-transcriptional regulation in Glu-CB1-KO mice to counterbalance the excess of excitatory neurotransmission. Nevertheless, more experiments are required to confirm this point.

**Figure 5:**
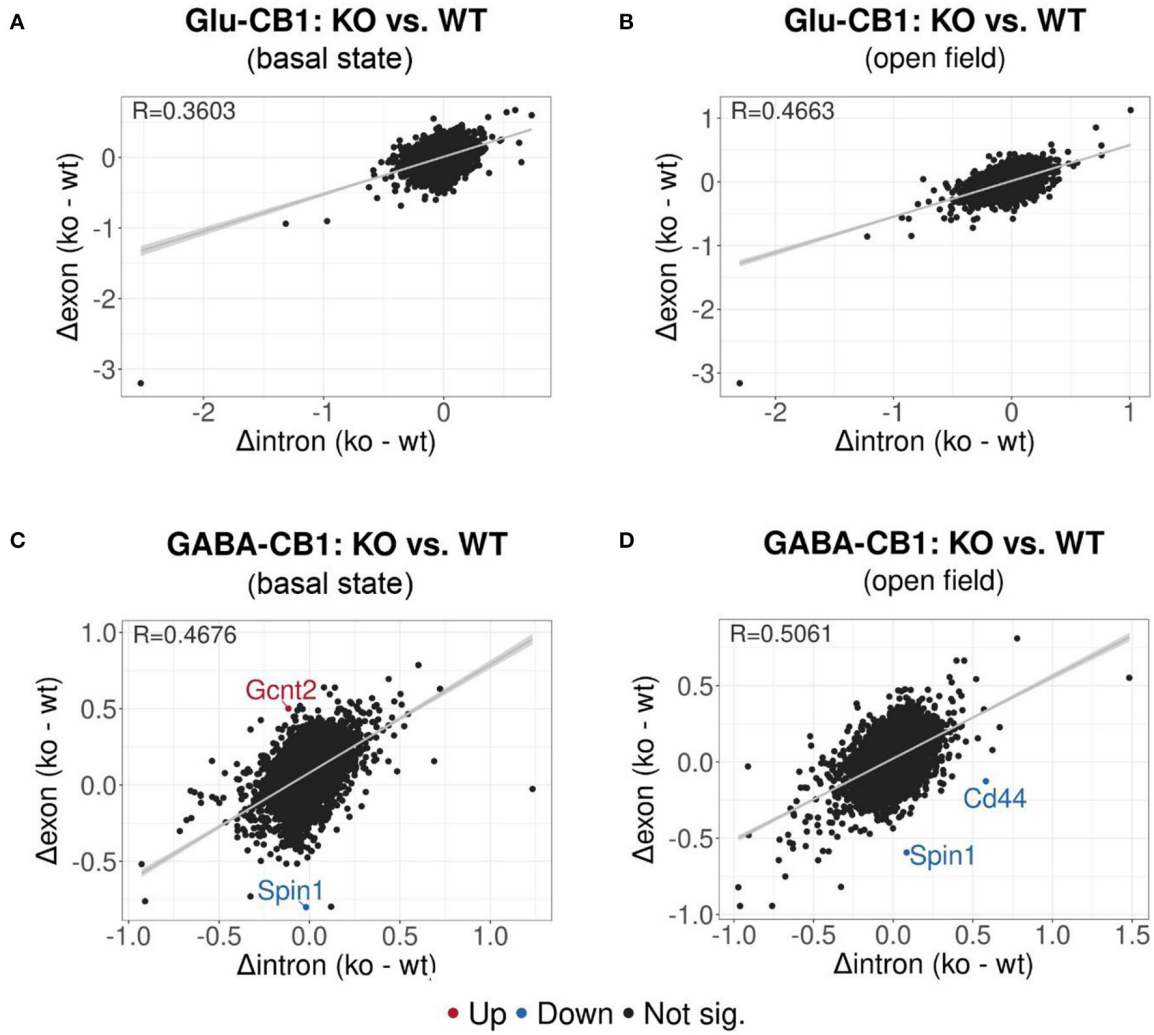
EISA analysis of the Glu-CB1 and GABA-CB1 comparisons in the basal state and after open field exposure. Dot plots representing the change in exonic and intronic counts for each gene (dots). The value R at the top left corner of each graph indicates the slope of the regression curve, as well as the tendency on whether the overall changes in gene expression are due to transcriptional (R = 1) or posttranscriptional (R = 0) changes. **(A)** EISA data resulting from comparing Glu-CB1-KO vs. CB1-WT mice in the basal state. **(B)** EISA data resulting from comparing Glu-CB1-KO vs. CB1-WT mice after open field exposure. **(C)** EISA data resulting from comparing GABA-CB1-KO vs. CB1-WT mice in the basal state. **(D)** EISA data resulting from comparing GABA-CB1-KO and CB1-WT mice after open field exposure. Significant post-transcriptionally regulated genes comparing conditional CB1-KO and CB1-WT mice are labeled and colored in red for upregulation and blue for downregulation.

## Discussion

Brain homeostasis and the modulation of neurotransmission is tightly connected to the ECS (Busquets-Garcia et al., 2018; Lutz, 2020). This function of the ECS, mediated by the CB1 receptor, is fundamental both at the neuronal and the circuit level, in order to avoid neuronal overexcitation and maladaptive behaviors (Lau and Tymianski, 2010; Olloquequi et al., 2018). Consequently, the ECS is used as a therapeutic target for many pathologies, and thus, to explore the mechanisms by which the ECS acts. However, the main receptor of the ECS (CB1) has a ubiquitous expression in the mammalian brain, which complicates the study of cell-specific mechanisms underlying CB1 action. Conditional CB1-KO mouse lines, in which CB1 is deleted in a specific neuronal or glial population, have boosted our knowledge of the ECS in specific cell populations. Thus, we used these mouse lines to study brain homeostasis and potential gene expression changes whereby the brain of these mice tries to counteract the imbalances of excitatory and inhibitory neurotransmission, as represented by Glu-CB1-KO and GABA-CB1-KO mice, respectively.

Interestingly, at basal state (home cage condition), we could observe over a hundred DEGs in GABA-CB1-KO hippocampi when comparing them to their respective CB1-WT animals, whereas we found only eight DEGs in Glu-CB1-KO samples. This observation suggests important differences in the adaptive mechanisms used by GABA-CB1-KO, rather directed toward promoting neuronal and network excitability, and by Glu-CB1-KO animals, rather directed toward compensating increased excitability and excitotoxicity. Thus, the differences in the number of DEGs indicate different compensatory strategies, some of which depend more than others on transcriptional processes. Moreover, the mere number of DEGs may not reflect the functional importance of the actual DEGs in the homeostatic response. Furthermore, we found that some genes also had a dichotomic expression when comparing Glu-CB1-KO and GABA-CB1-KO data, such as *Nr4a2*, an important transcription factor in neurons, and *Grin2B*, a subunit of the NMDA glutamate receptor. *Nr4a2* and *Grin2B* are especially relevant, as they are heavily involved in synaptic transmission and signaling (Endele et al., 2010; Rajan et al., 2020). *Grin2B* has a central role on long-term potentiation and synaptic plasticity (Keith et al., 2019), network excitability (Marquardt et al., 2019), and can promote neuronal health or regulate excitotoxicity (Hardingham and Bading, 2010). GO terms related to synaptic transmission and signaling, and the neuronal structures relevant for cell-cell communication were enriched for downregulated genes in GABA-CB1-KO samples compared to their CB1-WT counterparts. However, even at basal state, the transcriptome differences between mutants and wild-types were very mild, though, at the morphological level, e.g., dendritic branching, are strongly different (Monory et al., 2015), indicating that the accumulation of life events and environmental challenges are involved in these morphological alterations. The lack of expression changes in ECS-related genes could result from adaptive mechanisms during mouse development in order to secure the functioning of the ECS in the basal state, as they also lack CB1 during this life period. Moreover, our behavioral stimulus was brief and mild. It could be that more intense or long-lasting stimuli could induce wider changes in the transcriptomic profile that would ultimately affect the expression levels of ECS-related genes.

Along this line, we aimed at studying how these conditional CB1-KO mice react upon a mild challenge, represented by a brief exposure to an open field arena. This new environment was sufficient to induce changes in the neuronal gene expression patterns in Glu-CB1-KO and GABA-CB1-KO mice, as neuronal activity triggered an excess of excitatory or inhibitory neurotransmission, respectively. We found over a hundred DEGs in both comparisons and, surprisingly, several more genes showed a dichotomic expression between mouse lines compared to the basal state. 

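*Cnr1* was the 1 gene that was a DEG with the same direction in both lines after the open field, and this number was 1 in every alternative and in every fit without 1 library. Of the DEGs of the Glu-CB1 line after the open field, *Cnr1*, *Neurod6* and *Gm3279* were also DEGs in its basal state, and in the GABA-CB1 line *Cnr1* and *Pdlim1*. *Pdlim1* (chromosome 19, 40222239–40271616), a neighbor of *Blnk*, fell from 2.76 ± 0.220 CPM (SD, n = 7) to 1.31 ± 0.139 CPM (n = 5) in GABA-CB1-KO mice after the open field, a log2 fold change of −1.07 (standard error 0.11, adjusted p = 3.66e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher in Glu-CB1-KO mice (log2 fold change 0.62, adjusted p = 0.0544), and the difference between the lines was 1.69 (adjusted p = 1.12e-06). From the lack of shared genes other than CB1, the paper proposes that the lines used no common mechanism to restore homeostasis.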

We did not find any commonly upregulated or downregulated genes between comparisons, except for CB1. This suggests that no common mechanism was used by Glu-CB1-KO and GABA-CB1-KO mice to try restoring homeostasis. 

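*Npy* (mm10, chromosome 6, 49822729–49829505), which lies within 10 Mb of *Neurod6*, rose from 26.1 ± 4.58 CPM (SD, n = 5) to 38.1 ± 2.84 CPM (n = 7) in Glu-CB1-KO mice after the open field, a log2 fold change of 0.55 (standard error 0.09, adjusted p = 0.0185 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost without Glu-CB1-KO replicate 1 (adjusted p = 0.0569), Glu-CB1-WT replicate 4 (0.0762) or replicate 5 (0.0508). In GABA-CB1-KO mice its log2 fold change was −0.21 (standard error 0.08, adjusted p = 0.319), and the difference between the lines was 0.76 (standard error 0.13, adjusted p = 0.00418). *Fosb* (chromosome 7, 19302696–19310045) fell from 13.5 ± 2.34 CPM (n = 7) to 7.85 ± 1.88 CPM (n = 5) in GABA-CB1-KO mice, a log2 fold change of −0.78 (standard error 0.15, adjusted p = 0.132). In Glu-CB1-KO mice the value was 0.06 (standard error 0.22, adjusted p = 0.999), and the lines differed by 0.84 (standard error 0.29, adjusted p = 0.247). *Bdnf* (chromosome 2, 109674700–109727043) had log2 fold changes of −0.07 in the Glu-CB1 line (standard error 0.07, adjusted p = 0.999) and −0.37 in the GABA-CB1 line (standard error 0.08, adjusted p = 0.168), with a difference between the lines of 0.29 (standard error 0.11, adjusted p = 0.320).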

Among the dichotomic genes, we found genes involved in neuropeptide signaling (*Crhbp, Npy, Sst*), transcription factors (*Ldb2, FosB*), the cytoskeleton (*Sptb*), synaptic function (*Rab3b, Kcnn2*), or synaptic plasticity (*Bdnf* ). *Sst*, e.g., is used as a neurotransmitter by inhibitory interneurons and is essential for the correct maturation of inhibitory synapses (Su et al., 2020) and for behavioral control (Anaclet et al., 2018). The neuropeptide Y (*Npy*) is also present in inhibitory interneurons throughout the brain and regulates behavioral responses, especially those related to anxiety and fear (Desai et al., 2014; Bartsch et al., 2020). Both *Sst* and *Npy* modulate the activity of neural networks through their modulation of GABAergic interneurons. *Rab3b* is also an important regulator of excitability, as it is known to prime synaptic vesicles release (Schlüter et al., 2006) and is required for endocannabinoid-dependent long-term depression at inhibitory synapses (Tsetsenis et al., 2011). Lastly, the potassium channel *Kcnn2* is critical for neuronal Ca^2+^ dynamics and homeostasis (Richter et al., 2016), thus modulating brain and neuronal processes such as synaptic plasticity (Sun et al., 2020). The relevance of these genes for neuronal cells means that these genes, or others along their respective pathways, could serve to modulate brain homeostasis towards an increased excitatory or inhibitory state or back to homeostasis.

Our *in-silico* cell-type specificity analysis showed that most of these DEGs were similarly expressed across all brain cell types. However, a proportion of DEGs found in the GABA-CB1 comparison in the basal state were only expressed in glutamatergic neurons. Interestingly, we observed a similar feature when analyzing the DEGs from the Glu-CB1 comparison after open field, as some of these DEGs had very high levels of expression in GABAergic populations. These results suggest that the lack of CB1 on a specific neuronal population not only alters the transcriptomic profile of said population, but also has an important effect on the transcriptomic landscape of other neuronal cell types. Another interesting observation is that the GO enrichment analysis performed on the DEGs found after open field exposure yielded very different results for each comparison. On the one hand, those GO terms among the upregulated genes in the Glu-CB1 suggest an increase in the activity and signaling of various receptors and neuropeptides, and the regulation of neurotransmitter transport. The upregulation of these genes could be a consequence of neuronal activity in an excessively excitatory environment. Voltage-gated potassium channel complex was the only GO term to be enriched for downregulated genes in this comparison. On the other hand, those genes that were downregulated in the GABA-CB1 comparison were significantly enriched for processes related to synaptic transmission and action potential, as well as the regulation of trans-synaptic signaling and the membrane potential. The downregulation of these genes could be the direct result of increased inhibitory drive induced by neuronal activity and the absence of CB1 on GABAergic neurons.

In summary, our results showed differences between the transcriptomic profiles of Glu-CB1-KO and GABA-CB1-KO mice in their basal state and after exposure to a mild stimulus. Furthermore, we found several genes with dichotomic expression levels when comparing both mouse lines (i.e., they are increased in one mouse line and decreased in the other). Understanding how these genes or their respective pathways are regulated and their interactions could shed new light into how the brain maintains its homeostasis, as well as into neuronal mechanisms protecting against E/I imbalances.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found in NCBI under the GEO accession number GSE168873 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168873).

## Ethics Statement

The animal study was reviewed and approved by Landesuntersuchungsamt Rheinland-Pfalz.

## Author Contributions

DP performed all behavioral and molecular experiments, except the sequencing of RNA. AW and CH performed all bioinformatic analysis of the sequencing data. DP wrote the manuscript with the support of AW and BL. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Dichotomic Hippocampal Transcriptome After Glutamatergic vs. GABAergic Deletion of the Cannabinoid CB1 Receptor
**Source:** Front Synaptic Neurosci. 2021 Apr 8;13:660718. doi: 10.3389/fnsyn.2021.660718
**Supplement:** Supplementary file 5

**Supplementary Figure 1: *In-silico* analysis of cell type specificity for DEGs found after comparing Glu-CB1-KO with their respective CB1-WT in the basal state.** We used the transcriptomic information derived from single-cell RNA-seq analyses published by the Allen Institute for Brain Sciences (<https://portal.brain-map.org/atlas-and-data/rnaseq>). The heatmap represents the expression levels of the DEGs found in our RNA-seq analysis across different glutamatergic and GABAergic populations, as well as non-neuronal cell-types. The expression levels are color coded, with blue indicating low expression and red being indicative for high expression.

**Supplementary Figure 2: *In-silico* analysis of cell type specificity for DEGs found after comparing GABA-CB1-KO with their respective CB1-WT in the basal state.** We used the transcriptomic information derived from single-cell RNA-seq analyses published by the Allen Institute for Brain Sciences (<https://portal.brain-map.org/atlas-and-data/rnaseq>). The heatmap represents the expression levels of the DEGs found in our RNA-seq analysis across different glutamatergic and GABAergic populations, as well as non-neuronal cell-types. The expression levels are color coded, with blue indicating low expression and red being indicative for high expression.

**Supplementary Figure 3: *In-silico* analysis of cell type specificity for DEGs found after comparing Glu-CB1-KO with their respective CB1-WT after open field exposure.** We used the transcriptomic information derived from single-cell RNA-seq analyses published by the Allen Institute for Brain Sciences (<https://portal.brain-map.org/atlas-and-data/rnaseq>). The heatmap represents the expression levels of the DEGs found in our RNA-seq analysis across different glutamatergic and GABAergic populations, as well as non-neuronal cell-types. The expression levels are color coded, with blue indicating low expression and red being indicative for high expression.

**Supplementary Figure 4: *In-silico* analysis of cell type specificity for DEGs found after comparing GABA-CB1-KO with their respective CB1-WT after open field exposure.** We used the transcriptomic information derived from single-cell RNA-seq analyses published by the Allen Institute for Brain Sciences (<https://portal.brain-map.org/atlas-and-data/rnaseq>). The heatmap represents the expression levels of the DEGs found in our RNA-seq analysis across different glutamatergic and GABAergic populations, as well as non-neuronal cell-types. The expression levels are color coded, with blue indicating low expression and red being indicative for high expression.

How the deposited data were processed for this re-analysis (not part of the article)

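Hippocampal CA tissue of 48 male mice was analyzed by RNA-sequencing, in 8 groups formed by line (Glu-CB1 or GABA-CB1), genotype (CB1-WT or conditional CB1-KO) and state (basal or after open field exposure). Groups were taken from the sample labels, and each library is 1 mouse. The authors amplified RNA with NuGEN's Ovation system, prepared libraries with the Ovation Ultralow system, trimmed the single-end reads with bbduk, aligned them to the mouse genome mm10 with STAR and counted reads per gene by strand with featureCounts. The values they deposited are raw counts of reads on the exons of each gene, as whole numbers without normalization, for 24421 genes listed by symbol with mm10 coordinates, of which 3596 had no count in any library. Trimming, alignment and the choice of strand are therefore already part of the values, and nothing upstream of the counts was repeated. No measurement column was left unused.

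Per library, between 25892654 and 34091080 reads were counted on genes, with a median of 30975561, and between 17621 and 17967 genes had a count. These libraries carry no molecular identifiers, so counting error is only the lower limit of the error, and values are given with the spread between mice, which includes it. The counts of no pair of libraries in a group, over 123 pairs, were close enough for one to be a duplicate of the other (lowest chi-square per degree of freedom 2.85).

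For each line and state, KO libraries were compared with CB1-WT libraries by edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3), with TMM normalization and genes filtered by filterByExpr with its default settings. Only the 12 libraries of a comparison entered its fit. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were taken as DEGs, and dichotomic genes are those that are DEGs in both lines with opposite directions. The change of the genotype effect between states, its difference between lines and the response to the open field were tested by the same method over the 24 libraries of a line or of a state. Standard errors of log2 fold changes were derived from the F statistic. Levels per group are given in CPM, normalized by TMM within the comparison. Principal components were computed from log2 CPM with a prior count of 2, on the 500 genes of highest variance, and group differences in scores were tested by exact permutation. Correlations of fold changes across genes were tested by relabelling the libraries. Sets of genes were tested with camera of limma 3.58.1, with a preset correlation of 0.01, over 20 sets and 6 contrasts, and again with fry and with an estimated correlation. The sets were genes of the endocannabinoid system, immediate early genes, neuropeptide precursors, adrenergic receptors, glutamate receptors, voltage-gated potassium channels, GABA receptors and synthesis, and markers of somatostatin interneurons, other interneurons, dentate granule cells, CA1 pyramidal cells, CA3 and CA2 pyramidal cells, subiculum and cortex, thalamus, choroid plexus, oligodendrocytes, astrocytes, microglia, blood and vascular cells. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for permutation tests and plots.

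The tests, the gene lists, the alternatives and the rule for the genes to be named were fixed before the data were examined. Named are every gene that the paper names from RNA-seq or RT-qPCR, up to 3 genes up and up to 3 down with the largest change among DEGs whose KO and CB1-WT libraries do not overlap, genes called in both lines or in both states, and DEGs that belong to one of the lists. The alternatives were DESeq2 1.42.0 in place of edgeR, its size factors (RLE) in place of TMM, no filter beyond 1 count, at least 10 counts in every library, all 48 libraries in one fit with edgeR or DESeq2, the range of the animal numbers as a covariate, the replicate number as a block, and each library left out in turn. Added after the data were seen were DESeq2's independent filtering at 0.05, DESeq2 with the 24 libraries of a line in one fit, edgeR's likelihood ratio test and the first principal component of all 48 libraries as a covariate.

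The tests were tried on simulated counts, drawn from the means, dispersions and library sizes of the basal comparisons with 200 genes changed. In the layout of the Glu-CB1 line, edgeR's quasi-likelihood test recovered 74.0% of genes changed by 0.5 on the log2 scale and 91.5% of those changed by 1, with 5.13% and 4.69% of calls false. In the layout of the GABA-CB1 line it recovered 81.0% and 93.0%, with 5.26% and 1.59% of calls false. DESeq2 recovered between 76.5% and 93.5%, with between 9.66% and 18.1% of calls false. The simulated counts were drawn independently for each gene and library, so they lack differences shared by many genes. They held only genes that passed the filter, while DESeq2 had all genes in the data. The shares of false calls may therefore not carry over to the data, for either tool.

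GO annotation, the Allen cell type data, intronic reads (as used for EISA) and the RT-qPCR measurements were not used here. The values of some genes are not reported here.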

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

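Of the tests in this part, those on the *Nex*-Cre locus, on the differences of the genes around *Neurod6* and their correlation between the states, and on choroid plexus transcripts were chosen only after the result was seen.

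In groups of 5 to 7 libraries, the highest or lowest library was compared with the others for total count, share of ribosomal RNA, 1 choroid plexus gene and the named genes. Of 130 such tests, 17 had a library far from the others, where 6.5 are found by chance. In the basal state, GABA-CB1-KO replicate 3 had 25892654 counted reads, against 30755680 to 32310409 in the other 5 libraries. The same library had 6.19% of its counts on *Rn45s*, the 45S ribosomal RNA precursor, against 0.0622% to 0.0762% in the others. Smaller deviations of this share were 0.108% in GABA-CB1-WT replicate 4 and 0.125% in Glu-CB1-KO replicate 3, both after the open field. Shares of 0.149% in Glu-CB1-WT replicate 1 in the basal state and 0.136% in Glu-CB1-WT replicate 5 after the open field were higher than these but not far enough from the other 4 libraries of their groups to pass the same test. Ribosomal RNA left in a library is a technical matter, and without GABA-CB1-KO replicate 3 the basal GABA-CB1 comparison had 21 DEGs. Leaving out other libraries also lowered that number, so an effect of the ribosomal share and the loss of 1 library cannot be told apart. No biological explanation was tested.

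*Ttr*, an abundant transcript of the choroid plexus, had 3940 CPM in GABA-CB1-KO replicate 4 after the open field, against 26.9 to 51.1 CPM in the other libraries of the group. High *Ttr* was also found in GABA-CB1-WT replicate 3 (1411 CPM) and Glu-CB1-KO replicate 6 (556 CPM) in the basal state, and in Glu-CB1-KO replicate 4 (237 CPM) after the open field. GABA-CB1-WT replicate 5 after the open field (51.1 CPM) lay apart from its group (15.7 to 27.9 CPM) but within the level of other groups. Choroid plexus tissue in the dissected piece is a candidate explanation. In GABA-CB1-KO replicate 4, 10 of 10 other choroid plexus markers were also highest among the 12 libraries of the comparison, by a median of 18.3-fold over the median of the other libraries, with *Enpp2* at 1326 CPM against 186. *Ttr* itself was 147-fold higher. The tissue carried 11 or 12 of the 12 listed markers at testable levels in each comparison, so a low level is the normal background. Without this library, the GABA-CB1 comparison after the open field still had 1482 genes at an unadjusted p-value under 0.05, against 2000 with it, which argues against choroid plexus as the only source of that excess. That count was the lowest of the 12 fits without 1 library (1521 to 2813 in the others), so this library may be part of the source. With the first principal component of all 48 libraries as a covariate the number was 1342, which argues against that component as its only source.

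Among the named genes, single libraries lay far from their group for *Neurod6* (399 CPM in Glu-CB1-WT replicate 4 and 239 CPM in Glu-CB1-KO replicate 5, both after the open field), *Npas4* (8.52 CPM in GABA-CB1-WT replicate 6, basal), *Chgb* (1014 CPM in GABA-CB1-WT replicate 4, basal) and *Rspo1* (2.57 CPM in GABA-CB1-KO replicate 6, basal). After the open field the same held for *Kcnn2* (85.0 CPM in Glu-CB1-KO replicate 5), *Sptb* (353 CPM in GABA-CB1-KO replicate 5) and *Ttc39b* (78.6 CPM in GABA-CB1-WT replicate 1). No explanation was tested for these, and each is the most extreme of 5 to 7 values.

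The KO-WT difference differed between the lines for 43 genes in the basal state and 87 after the open field. Regrouping the libraries at random gave as many genes in 1 of 50 splits in the basal state, the real one included. It did so in 3 of 50 after the open field, a share at which chance is not excluded. The other 2 of these splits gave 1805 and 647 genes and had the second largest and the largest differences along the first principal component of all 48 libraries, which is described under the other observations. With that component as a covariate, 121 genes differed between the lines after the open field, 86 of them among the 87.

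The difference between the lines in the basal state was 1.48 on the log2 scale for *Blnk*, 1.29 for *Pdlim1*, 0.71 for *Npy* and 0.80 for *Crhbp*. Differences after the open field were 0.78 for *Sst*, 1.01 for *Crhbp*, 0.55 for *Rab3b*, 0.72 for *Ldb2*, 0.35 for *Kcnn2*, −0.28 for *Sptb*, 0.76 for *Npy* and 1.69 for *Pdlim1*. Each of these had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

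*Sst*, *Npy*, *Crhbp* and *Rab3b* are markers of somatostatin interneurons, and a changed share of these cells in the tissue is a candidate explanation, technical if it comes from dissection and biological if it follows from the genotype. The other 10 markers of the list were higher in Glu-CB1-KO mice after the open field (10 of 10, median log2 fold change 0.129, fry, unadjusted value 0.00597) and tended lower in GABA-CB1-KO mice (7 of 10, median −0.0737, camera, unadjusted value 0.0130, and fry, 0.0487). Their median was smaller than that of the 4 genes themselves, 0.492 and −0.307, so a changed share may explain part of the difference and regulation within these cells stays open.

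*Blnk* and *Pdlim1* are neighbors on chromosome 19, and linked alleles that differ between KO and CB1-WT mice of a line are a candidate explanation. Apart from the pair, genes within 10 Mb of *Blnk* differed more than genes elsewhere in at most 1 of the 4 comparisons (GABA-CB1 after the open field, ratio of median absolute differences 1.14, p = 0.0467, exact permutation test, 0.187 adjusted over 4). Few genes near a linked allele need to change, so this explanation and an effect of CB1 deletion cannot be told apart for the pair. Among genes that differed between the lines after the open field, 9 pairs lay within 1 Mb of each other, where random sets of genes gave 5.95 on average (permutation test with 10000 draws, one-sided, p = 0.155), which leaves linked alleles open as well.

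Genes within 10 Mb of *Neurod6*, which the paper does not discuss as a region, differed more between KO and CB1-WT mice of the Glu-CB1 line than genes elsewhere, with *Neurod6*, *Gm3279* and *Cnr1* left out. In the basal state the ratio of median absolute log2 differences was 1.68 over 93 genes near *Neurod6* (p = 0.00126, the smallest value that 792 relabellings can give, exact). The ratio after the open field was 1.39 (p = 0.0455, exact). In the GABA-CB1 line, the ratios were 1.04 (p = 0.554, exact) and 1.07 (p = 0.499, exact). Linked alleles of the strain in which the *Nex*-Cre allele was made are in line with the basal result. After the open field the region around *Cnr1*, taken as a control, gave a ratio of 1.31 (p = 0.00126, exact) in the same comparison, but 1.33 within 5 Mb (p = 0.0631, exact), where the ratio near *Neurod6* was 1.56 (p = 0.0101, exact). Linked alleles should act alike in mice of both states. Within 10 Mb of *Neurod6* the KO-WT differences of the Glu-CB1 line in the 2 states correlated with r = 0.715 over 92 genes, against 0.254 elsewhere (p = 0.0298, exact over relabellings of both states, two-sided, and p = 0.121 within 5 Mb and 0.00775 within 20 Mb). Near *Cnr1* the correlation was 0.533 against 0.257 (p = 0.483, exact), and 0.841 within 5 Mb (26 genes, p = 0.465) and 0.384 within 20 Mb (p = 0.597), so within 5 Mb the correlation does not set *Neurod6* (0.733) apart. Near *Neurod6* in the GABA-CB1 line it was −0.293 against −0.0248 (p = 0.357, exact). At an unadjusted p-value under 0.05 in both states with the same direction were 9 of the 92 genes near *Neurod6* and 101 of 14917 elsewhere, against 1 of 93 near *Cnr1*. Linked alleles are thus in line with the result after the open field as well, and the ratio around *Cnr1* in that state stays without an explanation. *Cnr1* itself carries the floxed allele, which was not tested as a source.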

How the results depend on the processing

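The settings named as added below were chosen only after the data were seen, and the tests of splits of the libraries were set beforehand. The cause was not tested for any of the changes below, except where the setting itself leaves out libraries.

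With DESeq2 in place of edgeR, the number of DEGs rose from 3 to 7 (Glu-CB1 basal), from 37 to 102 (GABA-CB1 basal), from 41 to 123 (Glu-CB1 open field) and from 3 to 143 (GABA-CB1 open field). On simulated counts, drawn independently for each gene and library, DESeq2 made more false calls. That simulation does not tell how many of the added calls here are false. Higher DEGs were 84 and lower ones 39 in the Glu-CB1 line after the open field, and 70 and 73 in the GABA-CB1 line. Dichotomic genes after the open field rose from 0 to 7 (*Crhbp*, *Kcnn2*, *Ldb2*, *Rab3b*, *Slc36a1*, *Sptb* and *Sst*). Genes whose genotype effect changed with state in the GABA-CB1 line rose from 0 to 62. Genes that differed between lines rose from 43 to 75 in the basal state and from 87 to 194 after the open field, and genes that responded to the open field from 276 to 492 (Glu-CB1) and from 148 to 276 (GABA-CB1). *Slc36a1* and other genes outside the rule for named genes are named here after their values were seen.

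With all 48 libraries in one edgeR fit, the numbers of DEGs were 7, 27, 28 and 106 in the same order, with 2 dichotomic genes in the basal state and 3 after the open field (*Pdlim1*, *Sema4f* and *Wnt11*). One DESeq2 fit to the 48 libraries gave 11, 35, 35 and 257 DEGs, and 2 and 3 dichotomic genes. In both fits the basal ones were *Blnk* and *Pdlim1*.

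Among the added settings, DESeq2's independent filtering at 0.05 gave 10, 107, 129 and 147 DEGs and 2 and 8 dichotomic genes, while DESeq2 on the 24 libraries of a line gave 9, 40, 32 and 285 DEGs and 2 and 4 dichotomic genes. The edgeR likelihood ratio test gave 7, 87, 111 and 73 DEGs and 0 and 7 dichotomic genes (in the basal state, 434 and 971 genes of the lines had an unadjusted p-value under 0.05). With the first principal component of all 48 libraries as a covariate, there were 3, 31, 86 and 3 DEGs, 1 dichotomic gene after the open field (*Pdlim1*), and 432 and 286 genes that responded to the open field.

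The animal number range as a covariate gave 3, 24, 16 and 3 DEGs. With at least 10 counts in every library, there were 2, 38, 44 and 3 DEGs and 1 dichotomic gene after the open field (*Pdlim1*), and the correlation of KO-WT differences between the lines after the open field changed sign, from 0.0190 to −0.0147. No other correlation changed sign in any setting. RLE size factors gave 3, 37, 37 and 3 DEGs, and no filter beyond 1 count gave 3, 34, 41 and 3.

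With the replicate number as a replicate block, there were 3, 8, 3 and 1 DEGs, 54 genes that differed between the lines after the open field and 36 that responded to it in the GABA-CB1 line. The numbers do not pair the samples, since the deviations of same-numbered KO and CB1-WT libraries from their group means correlated by −0.374 to 0.344 over 21 pairs, above 0.1 in 4 of them. Calls lost under the block therefore do not measure the size of an effect.

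In the fits that each left out 1 library, the number of DEGs ran from 3 to 5 in the Glu-CB1 line and from 17 to 34 in the GABA-CB1 line in the basal state, and from 14 to 48 and from 2 to 11 after the open field. It was lowest without GABA-CB1-KO replicate 6 (17) in the basal state and without Glu-CB1-WT replicate 3, 4 or 5 (14 each) after the open field, where leaving out Glu-CB1-KO replicate 1 gave 15, and highest in the GABA-CB1 line after the open field without GABA-CB1-KO replicate 1 (11). Dichotomic genes ran from 0 to 0 in the basal state and from 0 to 1 after the open field. *Cnr1* was the 1 gene called in both lines with the same direction, in each of these fits and in each setting above, both states included. Over 49 pairs of a named gene and a comparison, none reversed in any setting. Leaving out 1 library left 500 of their calls as they were, weakened 84 and strengthened 4. DESeq2 left 34 as they were and made 14 stronger, and the range of animal numbers weakened 8.

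Of the 120 gene set tests, 44 passed under camera, 6 with an estimated correlation, 7 under fry and 41 under camera with the animal number range as a covariate. The share of DEGs within 10 Mb of *Neurod6* in the Glu-CB1 line after the open field gave p = 0.0262 (Fisher's exact test, two-sided), and 0.120 within 5 Mb and 0.0800 within 20 Mb. These values count *Gm3279*, the called neighbor of *Neurod6*, and without it Fisher's exact test within 10 Mb gave p = 0.217.

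The libraries were also regrouped at random into groups of the same sizes. As many DEGs as with the real groups were found in 3 of 100 splits (Glu-CB1 basal), 1 of 100 (GABA-CB1 basal), 4 of 100 (Glu-CB1 open field) and 2 of 100 (GABA-CB1 open field), the real split included. In the Glu-CB1 line, the other splits gave 240 and 26 genes in the basal state and 660, 312 and 124 after the open field. Ranked by their difference along the first principal component of all 48 libraries, the splits with 240 and 26 genes were at 1 and 42 of 100 and those with 660, 312 and 124 at 1, 5 and 2, while the real splits were at 98 and 96. For the response to the open field it was 1 of 50 splits in each line. For the change of the genotype effect with state, where the real split gave 0 genes, it was each of the 50 splits in both lines, with 379 and 2237 genes at an unadjusted p-value under 0.05 in the real one.

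Depth limits the genes with the fewest reads. *Gm3279* had 0.302 CPM in CB1-WT mice of the Glu-CB1 line in the basal state, and its log2 fold change has a standard error of 0.26, against 0.06 for *Cnr1* and 0.07 for *Neurod6*.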

Differences from the paper's values

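The values read from figures were read by eye. Some settings in this part were chosen only after the values were seen, and they are marked as such below. The paper's DEGs were called with DESeq2 and those here with edgeR's quasi-likelihood test, so the numbers below compare unlike tests except where DESeq2 is named. In the basal state, the paper reports 8 DEGs in the Glu-CB1 line and 107 in the GABA-CB1 line, where 3 and 37 were found here. For the Glu-CB1 line, the alternatives set before the data were examined whose values fell within 1.5 times the paper's were DESeq2 (7), all 48 libraries in one edgeR fit (7) and all 48 libraries in one DESeq2 fit (11). For the GABA-CB1 line it was DESeq2 (102). The other alternatives set before the data were examined did not close either gap. Of the settings chosen after seeing the values, edgeR's likelihood ratio test gave 7 and 87, DESeq2's independent filtering at 0.05 gave 10 and 107, and DESeq2 on the 24 libraries of the line gave 9 in the Glu-CB1 line.

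Fig. 2 shows about 3 higher and about 5 lower DEGs in the Glu-CB1 line and about 26 higher and about 81 lower in the GABA-CB1 line, read by eye, against 1 and 2, and 6 and 31 here. With DESeq2 the numbers were 2 and 5, and 24 and 78. Fits to all 48 libraries gave 3 higher and 4 lower genes (edgeR) and 7 and 4 (DESeq2) in the Glu-CB1 line, and 6 and 21 (edgeR) and 6 and 29 (DESeq2) in the GABA-CB1 line. Of the settings chosen after seeing the values, DESeq2's independent filtering at 0.05 gave 5 and 5 in the Glu-CB1 line and 26 and 81 in the GABA-CB1 line, the likelihood ratio test 2 and 5, and 20 and 67, and DESeq2 on the 24 libraries of the line 5 and 4, and 7 and 33. After the open field, Fig. 3 shows about 77 higher and about 35 lower DEGs in the Glu-CB1 line and about 58 higher and about 62 lower in the GABA-CB1 line, read by eye, against 22 and 19, and 0 and 3 here (with 2000 genes of the GABA-CB1 line at an unadjusted p-value under 0.05). DESeq2 gave 84 and 39, and 70 and 73, all 48 libraries in one edgeR fit gave 10 and 18, and 52 and 54, and in one DESeq2 fit 13 and 22, and 114 and 143. Chosen after seeing the values, DESeq2's independent filtering at 0.05 gave 90 and 39, and 75 and 72, the likelihood ratio test 75 and 36, and 32 and 41, the first principal component as a covariate 55 and 31, and 0 and 3 (with 1342 genes of the GABA-CB1 line at an unadjusted p-value under 0.05), and DESeq2 on the 24 libraries of the line 14 and 18, and 162 and 123.

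In the basal state Fig. 2 shows about 1 dichotomic gene, *Blnk*, where none was found here (541 and 1230 genes of the lines at an unadjusted p-value under 0.05). No alternative set before the data were examined gave 1, and those that called *Blnk* in both lines gave 2, with *Pdlim1* (all 48 libraries in one fit with edgeR or DESeq2). The same 2 were found with DESeq2's independent filtering at 0.05 and with DESeq2 on the 24 libraries of a line, both chosen after seeing the values. After the open field, Fig. 3 shows about 6 dichotomic genes against 0 here (1051 and 2000 genes of the lines at an unadjusted p-value under 0.05). DESeq2 gave 7, which include the genes the paper names, *Ldb2*, *Kcnn2*, *Sst*, *Rab3b*, *Sptb* and *Crhbp*. Of the settings chosen after seeing the values, DESeq2's independent filtering at 0.05 gave 8, with the same 7 and *Gad1*, the likelihood ratio test gave 7 (*Crhbp*, *Kcnn2*, *Ldb2*, *Pdlim1*, *Rab3b*, *Rspo1* and *Sst*), and DESeq2 on the 24 libraries of a line gave 4 (*Crhbp*, *Pdlim1*, *Sema4f* and *Sst*). All 48 libraries in one DESeq2 fit, with 3 genes, called *Crhbp* and *Sst*. The genes outside the paper's list are named after their values were seen.

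The paper states 52 M reads per library, and the median number of reads counted on genes was 31 M here. These are different quantities, sequenced reads and reads counted on genes, and no alternative changes the second.

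The paper states that no genes of the endocannabinoid system were differentially expressed, and *Ptgs2*, if counted among them, was lower in GABA-CB1-KO mice in the basal state (log2 fold change −0.67). It lists *Npy*, *Fosb* and *Bdnf* among dichotomic genes, and here *Npy* was called in the Glu-CB1 line, with 0.55 there and −0.21 in the GABA-CB1 line, *Fosb* had 0.06 and −0.78, and *Bdnf* had −0.07 and −0.37. For *Bdnf* both directions were downward. In the GABA-CB1 line, *Bdnf* was called with DESeq2, with all 48 libraries in one DESeq2 fit and with the 3 settings chosen after seeing the values other than the principal component, and *Fosb* with DESeq2 and, chosen after seeing the values, the likelihood ratio test. No setting called *Npy* in the GABA-CB1 line. The paper describes *Nr4a2* and *Grin2b*, measured by RT-qPCR in other samples, as dichotomic in the basal state, and here the log2 fold changes were 0.08 and 0.19 for *Nr4a2* and 0.01 and 0.32 for *Grin2b* in the Glu-CB1 and GABA-CB1 lines. It reports the term of potassium channel complexes as enriched among lower DEGs in the Glu-CB1 line after the open field. Here the list of voltage-gated potassium channels had 25 genes higher and 26 lower, counted over all 51 genes tested. That count is another measure than overrepresentation among DEGs, so it does not test the enrichment of the term. Among genes that the EISA plots label, *Spin1* and *Gcnt2* appear in Fig. 5C with clear exonic changes, down and up, and here their log2 fold changes in the basal GABA-CB1 comparison were 0.01 and 0.13. *Tdo2* is described as not detected by RT-qPCR, and its group means here were 4.36 to 6.17 CPM.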

Other observations

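Of the tests in this part, those on the *Nex*-Cre locus itself, on the animal number range and on the choroid plexus were chosen only after the result was seen.

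The first principal component of all 48 libraries carried 12.5% of the variance. Sequencing depth is argued against, since the scores correlated with the total count by r = 0.174 (permutation test, p = 0.238) and Spearman's rho = 0.211 (p = 0.150), and by r = 0.0762 without the 2 libraries farthest from the median. Bias by GC content in library preparation is a candidate explanation, since across genes the loadings rose with GC content (Spearman's rho 0.502, over 15004 of 15570 genes, or 96.4%) and fell with length (rho −0.303), where genes are not independent replicates. Scores also differed between mice with animal numbers in a lower and a higher range, which were taken from the labels (difference −1.05, permutation test, two-sided, p = 1.60e-04). Of the 29 libraries of the lower range, 19 had scores inside the range of the 19 others, so the number range and other differences between the mice cannot be told apart as a source of this component. *Xkr4*, a gene at the negative end of the loadings, had 3.24 to 5.56 CPM in 14 libraries, all of the lower range. It had 8.8 to 39.1 CPM in the others. These 14 are only some of the 29 libraries of that range, so this split does not settle the source either. Choroid plexus genes (*Ttr*, *Aqp1*, *Kcne2*, *Kcnj13* and *Slc4a5*) are among the genes with the highest loadings, and the mean of choroid plexus markers correlated with the scores by r = 0.316. Its correlation with the scores of the second component was stronger (r = −0.831), so the first component is not the main carrier of these markers. No biological explanation was tested.

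The decrease of *Neurod6* and the increase of *Gm3279* in Glu-CB1-KO mice in both states may be a local effect of the *Nex*-Cre allele. The genes lie 3307 bp apart, and neither was called in the GABA-CB1 line (log2 fold changes −0.06 and 0.02 for *Neurod6*, −0.34 and −0.19 for *Gm3279*). Linked alleles as the source of calls near *Neurod6* were tested with both genes left out. Within 10 Mb, 1 of 94 genes was called after the open field (*Npy*), against 38 of 14982 elsewhere (Fisher's exact test, two-sided, p = 0.217). With 1 gene called, linked alleles and a local effect cannot be told apart here. *Npy* thus shares its region with the *Nex*-Cre allele.

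*Ptgs2* and *Npas4*, which were lower in GABA-CB1-KO mice in the basal state, are induced by neuronal activity. Of the other 28 immediate early genes, 16 were higher and 12 lower (median log2 fold change 0.0300, camera, unadjusted value 0.369). Members that go both ways leave it open whether activity before tissue collection was lower, and this and a direct effect of CB1 deletion cannot be told apart for the pair. *Prkcd*, which was lower in Glu-CB1-KO mice after the open field, is a marker of thalamus. Of the other 9 thalamus markers, 6 were lower (median −0.0544, camera, unadjusted value 0.115), too few to tell, so a smaller piece of thalamus in the dissected tissue and a change within hippocampus cannot be told apart for *Prkcd*.

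Counting by strand could distort genes that overlap a gene on the other strand if the libraries kept no strand. Among 71 genes contained in another gene on the opposite strand, 32 lay within an expressed gene, and their read density was lower by a median log2 ratio of −7.05, with 23 of them at least 8-fold lower and 2 within 2-fold. These values argue against counting by strand of libraries that kept no strand. Counting by strand was taken from the paper. If reads were counted without regard to strand, the values cannot tell whether the libraries kept it.

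*Nr4a2* and *Grin2b* were studied by the paper in other samples by RT-qPCR. In the libraries of the basal state, the log2 fold change of *Nr4a2* was 0.08 in the Glu-CB1 line (adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.19 in the GABA-CB1 line (adjusted p = 0.771). That of *Grin2b* was 0.01 (standard error 0.39) and 0.32 (standard error 0.41, adjusted p = 0.855). The differences between the lines were −0.11 for *Nr4a2* (adjusted p = 0.930) and −0.31 for *Grin2b* (adjusted p = 0.922).

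Marker lists of cell types and regions moved under camera, and none of the calls in this paragraph held under fry or with an estimated correlation. In Glu-CB1-KO mice in the basal state, markers of CA1 pyramidal cells (8 of 10 higher, adjusted p = 3.39e-04), subiculum and cortex (11 of 13, 4.99e-07), choroid plexus (11 of 12, 0.0250) and microglia (10 of 12, 0.00224) were higher as sets. In GABA-CB1-KO mice in the basal state, markers of other interneurons (12 of 17 higher, 0.0383) and oligodendrocytes (12 of 12, 3.50e-04) were higher, and those of dentate granule cells (12 of 14 lower, 0.0250), choroid plexus (11 of 11, 0.00206), microglia (12 of 12, 0.00226) and vascular cells (10 of 12, 0.0477) lower. After the open field, Glu-CB1-KO mice had higher markers of CA1 pyramidal cells (8 of 10 higher, 0.00503), subiculum and cortex (10 of 13, 4.32e-06) and other interneurons (12 of 17, 0.00206), and lower ones of CA3 and CA2 pyramidal cells (10 of 13 lower, 1.41e-04), thalamus (7 of 10, 0.00206), oligodendrocytes (12 of 12, 1.72e-05) and microglia (12 of 12, 0.0186). GABA-CB1-KO mice had higher markers of CA3 and CA2 pyramidal cells (11 of 13 higher, 0.00274), choroid plexus (11 of 11, 4.56e-05) and microglia (9 of 12, 0.0104). In that comparison, 10 of 10 choroid plexus markers other than *Ttr* were highest in GABA-CB1-KO replicate 4. In the basal state, *Ttr* was high in GABA-CB1-WT replicate 3 (1411 CPM, others 19.8 to 63.9) and Glu-CB1-KO replicate 6 (556 CPM, others 11.9 to 72.8). The choroid plexus calls may therefore rest on single libraries. Astrocyte markers (12 genes tested) and the 1 of 8 blood transcripts that could be tested did not pass in any contrast.

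Other sets moved as follows. ECS genes without the deleted gene *Cnr1* were lower in Glu-CB1-KO mice after the open field (13 of 14 lower, median log2 fold change −0.0295, unadjusted values 0.00830 under camera, 0.0188 under fry and 0.0472 with the estimated correlation), and did not pass in GABA-CB1-KO mice (camera, 0.237). Immediate early genes rose with the open field in the Glu-CB1 line (camera, adjusted p = 4.82e-39, fry 0.00102) and the GABA-CB1 line (camera, 5.19e-50, fry 1.13e-04), and both held with the estimated correlation. The next calls were made under camera and did not hold under fry or the estimated correlation. Immediate early genes were higher in Glu-CB1-KO mice in the basal state (1.68e-04) and lower in GABA-CB1-KO mice after the open field (4.31e-06). Somatostatin interneuron markers were higher in Glu-CB1-KO mice (8.03e-05) and lower in GABA-CB1-KO mice (0.0385) in the basal state. Genes of GABA receptors and synthesis were higher in Glu-CB1-KO mice after the open field (0.00841). With the open field itself, glutamate receptors (0.0309), GABA receptors and synthesis (0.0147) and vascular markers (0.00206) fell in the Glu-CB1 line, and dentate granule cell (0.0494) and vascular markers (0.0474) fell in the GABA-CB1 line.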
